# Gli1 marks a sentinel muscle stem cell population for muscle regeneration

**DOI:** 10.1038/s41467-023-42837-8

**Published:** 2023-11-01

**Authors:** Jiayin Peng, Lili Han, Biao Liu, Jiawen Song, Yuang Wang, Kunpeng Wang, Qian Guo, XinYan Liu, Yu Li, Jujin Zhang, Wenqing Wu, Sheng Li, Xin Fu, Cheng-le Zhuang, Weikang Zhang, Shengbao Suo, Ping Hu, Yun Zhao

**Keywords:** Muscle stem cells, Regeneration, Cell division

## Abstract

Adult skeletal muscle regeneration is mainly driven by muscle stem cells (MuSCs), which are highly heterogeneous. Although recent studies have started to characterize the heterogeneity of MuSCs, whether a subset of cells with distinct exists within MuSCs remains unanswered. Here, we find that a population of MuSCs, marked by Gli1 expression, is required for muscle regeneration. The Gli1^+^ MuSC population displays advantages in proliferation and differentiation both in vitro and in vivo. Depletion of this population leads to delayed muscle regeneration, while transplanted Gli1^+^ MuSCs support muscle regeneration more effectively than Gli1− MuSCs. Further analysis reveals that even in the uninjured muscle, Gli1^+^ MuSCs have elevated mTOR signaling activity, increased cell size and mitochondrial numbers compared to Gli1^−^ MuSCs, indicating Gli1^+^ MuSCs are displaying the features of primed MuSCs. Moreover, Gli1^+^ MuSCs greatly contribute to the formation of G_Alert_ cells after muscle injury. Collectively, our findings demonstrate that Gli1^+^ MuSCs represents a distinct MuSC population which is more active in the homeostatic muscle and enters the cell cycle shortly after injury. This population functions as the tissue-resident sentinel that rapidly responds to injury and initiates muscle regeneration.

## Abstract (web summary)

Adult skeletal muscle regeneration is mainly driven by muscle stem cells (MuSCs), which are highly heterogeneous. Here, the authors found that a population of MuSCs, marked by Gli1 expression, is key contributor to muscle regeneration.

## Introduction

Stem cells are crucial for homeostasis and post-injury regeneration. They are generally considered residing in niche in the deep quiescent state under physiological condition. Usually, both quiescent and active stem cell subpopulations may coexist in the healthy tissues with rapid cell turnover, such as skin, intestinal epithelium, and hematopoietic tissues, but not in the tissues with slow cell turnover, such as brain and muscle^1,2^. However, recent studies have found a low percentage of activated stem cells in brain, indicting the fact that quiescent and active stem cells may coexist in the tissues and organs with slow cell turnover rate as well^3,4^. It is probably that the low proportion of the primed stem cells remains undiscovered in muscle. Local injury and environmental stress induce the transition of muscle stem cells (MuSCs) to an intermediate state referred to as G_Alert_, which can enter the cell cycle faster and differentiate more efficiently^5,6^. mTOR signaling activity is high in G_Alert_ MuSCs, and hepatocyte growth factor activator (HGFA) can induce the transition from quiescent MuSCs to G_Alert_ MuSCs^5–7^. G_Alert_ cells are considered to be primed stem cells to meet the requirement for the rapid activation of muscle regeneration for muscle injuries. However, the origin of G_Alert_ cells remains unclear.

MuSCs expressing the transcription factor Pax7 are essential for homeostasis and injury repair of skeletal muscle^8–12^. MuSCs usually stay in quiescence and transit from the quiescent state to the activated state under injury or pathological conditions^11,13^. Accumulating evidences from single-cell RNA-sequencing (scRNA-seq) analysis, lineage tracing, transplantation studies, and other assays have suggested that MuSCs are heterogeneous and comprise various subpopulations with different abilities to support muscle regeneration^6,14–19^. MuSC heterogeneity can be defined based on the differential gene expression profiles and cell morphologies^6,14,20–23^. However, the functions of each subpopulation of MuSCs are not clearly understood yet. A better understanding of the heterogeneity of MuSC subpopulations and their functions will help to have deeper insights on muscle regeneration, and provide therapeutic insight into treatment of muscle-related diseases.

Previous studies have demonstrated the pivotal role of the Hedgehog (Hh) signaling pathway in muscle regeneration, involving both canonical and non-canonical mechanisms^24–26^. Gli family of transcription factor play important roles as Hh signaling effectors. Recent study found that Gli3 is required for maintaining MuSCs quiescence, and MuSCs lacking Gli3 enter the G_Alert_ state in the absence of injury via activation of mTORC1 signaling^24^. Gli2 is transiently upregulated upon MuSCs activation, and aging MuSCs are defective for both primary cilium and Gli2 expression at basal state and after acute injury^25^. Gli1, as a direct target gene, plays a role in positive feedback by enhancing Gli activity. Thereby, we have reason to suspect that Gli1 plays an important role in muscle regeneration. Gli1 has been shown to be expressed in the stromal cell of many organs^27–30^. Gli1^+^ cells function as a microenvironmental cell type to facilitate the repair of tissue injury^27,31–34^. It remains unclear whether Gli1 labels a designated subsets of MuSCs or progenitor cells. And the characterizations of these different Gli1^+^ cell states under homeostatic conditions are not clear as well.

Here, we identified a Gli1^+^ MuSC population by scRNA-seq and multiple lineage tracing. Gli1^+^ MuSCs display superior proliferation ability and are required for regeneration of muscle injury. Further studies revealed that Gli1^+^ MuSCs showed many properties of G_Alert_ cells, such as increased cell size and mitochondrial metabolism/activity and elevated level of mTOR signaling in uninjured mice, suggesting the existence of a distinct population of alerting MuSCs under physiological conditions. Moreover, Gli1^+^ MuSCs contributed to unproportionally big percentage of G_Alert_ cells after muscle injury. This study identified a new population of primed MuSCs which is ready to be activated to serve as the sentinels that rapidly respond to muscle injury and speed the regeneration program.

## Results

### Gli1 marks a population of Pax7^+^ MuSCs

Gli1 has been shown to be an important transcription factor that labels various lineages of cells^29–31,33,35^. To examine the distribution of Gli1-expressing cells in the skeletal muscle, we performed scRNA-seq using Gli1-CreERT2; R26-tdTomato mice, in which Gli1^+^ cells were labeled by tdTomato (tdT) after tamoxifen (TAM) induction. A total of 8508 tdT^+^ (Gli1^+^) cells were sorted from hindlimb skeletal muscles of 3 adult male mice and pooled for scRNA-seq (Fig. 1a, Supplementary Fig. 1a). Seven distinct cell clusters were identified (Fig. 1b). Consistent with the previous reports^31,36^, a large number of tdT^+^ (Gli1^+^) cells in the skeletal muscle were fibro/adipogenic progenitors (FAPs), mesenchymal progenitors (MPs), tenocytes and fibroblasts (Fig. 1b, c, Supplementary Fig. 1b–f). In addition to these cell types, we also found that ~5.2% of tdT^+^ (Gli1^+^) cells expressed MuSC markers, such as Pax7, suggesting that Gli1 is expressed in MuSCs (Fig. 1d–f). To further confirm the expression of Gli1 in the MuSC population, CD45^−^CD31^−^Sca1^−^Vcam1^+^ MuSCs were isolated from wild-type mice by fluorescence-activated cell sorting (FACS), and analyzed by scRNA-seq (Fig. 1g, Supplementary Fig. 1g). To confirm the FACS sorting results, Pax7 expression was analyzed, and the majority of the FACS-sorted cells were Pax7^+^, confirming the proper isolation of MuSCs. The Pax7^+^ cell population was further analyzed (Fig. 1h). The clustering analysis revealed a population of Gli1^+^pax7^+^ cells (Fig. 1i), indicating the presence of a group of MuSCs expressing Gli1.

**Fig. 1:**
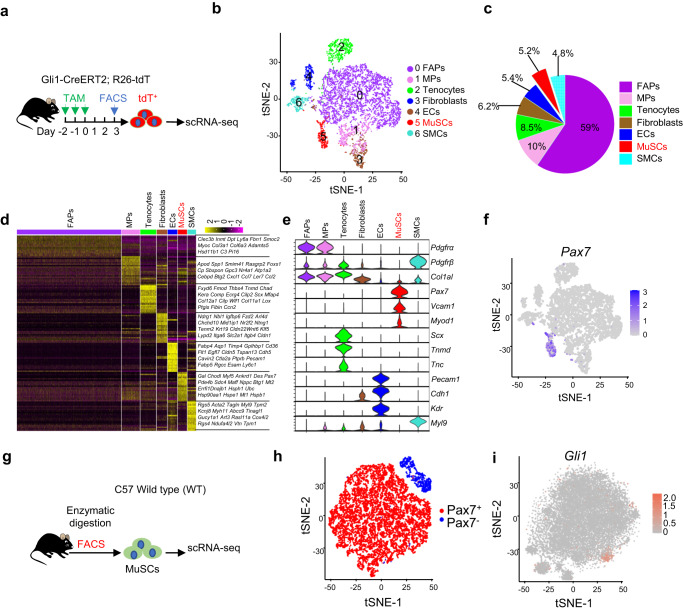
scRNA-seq analysis of Gli1-expressing cells. **a** Scheme of the experimental strategy of scRNA-seq. **b** Visualization of unsupervised clustering in a t-distributed stochastic neighbor embedding (t-SNE) plot of 8508 Gli1^+^ cells isolated from hindlimb skeletal muscles (*n* = 3). **c** Each cell clustering percentage in t-SNE plot of 8,508 cells. Percentage of cells is shown in the pie diagrams. **d** Heatmap of scRNA-seq data showing enriched genes in the 7 different clusters. **e** Violin plots showing the expression levels of representative marker genes across the 7 clusters. **f** Distribution of *Pax7* across all populations. **g** Scheme of the experimental strategy. **h** Visualization of unsupervised clustering in a t-distributed stochastic neighbor embedding (t-SNE) plot of 17,959 MuSCs isolated from hindlimb skeletal muscles (*n* = 3). **i** Distribution of *Gli1* expression across Pax7^+^ populations.

Hh signaling has been reported to regulate muscle regeneration^25^, and Gli1 is the key transcription factor for the activation of Hh signaling. In Gli1-CreERT2 mice, the insertion of CreERT2 leads to a frameshift of Gli1 gene. To avoid the effects caused by the loss of Gli1 expression in homozygous Gli1-CreERT2, we chose to only use mice containing heterozygous Gli1-CreERT2 allele. We also further ensured that Gli1 expression was not disrupted in the heterozygous mice containing Gli1-CreERT2 by RT-qPCR. The expression of Gli1 was not changed (Supplementary Fig. 2a). Skeletal muscle injury was induced in WT and Gli1-CreERT2 mice by intramuscular injection of cardiotoxin (CTX) in the tibialis anterior (TA) muscle, and the regeneration of the injured muscle was examined on 0, 3, 5, 7 and 14 days post injury (dpi). No differences were detected in Gli1-CreERT2 heterozygous mice, confirming no muscle regeneration defects in these mice (Supplementary Fig. 2b). Therefore, we used mice containing heterozygous Gli1-CreERT2 allele for the following experiments.

To validate the presence of Gli1^+^ MuSCs identified by scRNA-seq in the muscle tissue, we performed a series of lineage-tracing experiments using various mouse models. Gli1-CreERT2; R26-tdT mice were administered oil or TAM. At 3 days, 14 days, or 30 days after induction, tdT^+^ (Gli1^+^) cells in muscle were traced to further verify the scRNA-seq results (Fig. 2a). A tdT (Gli1)-expressing subset of MuSCs dispersed throughout the skeletal muscles was observed starting from day 3 after TAM induction, and the percentage of tdT^+^ (Gli1^+^) MuSCs plateaued at day 14 after TAM induction, showing no further increase at day 30 (Fig. 2b, c). In contrast, no tdT^+^ (Gli1^+^) cells were detected in oil-treated Gli1-CreERT2; R26-tdT mice at day 30 after TAM induction (Fig. 2b, c), indicating the specific induction of tdT in the muscle tissue. Consistent with the previous study^31^, immunofluorescence staining for tdT and PDGFRα in TA muscle sections showed that tdT^+^ (Gli1^+^) PDGFRα^+^ cells were detectable in skeletal muscles at day 14 after TAM induction (Fig. 2d, Supplementary Fig. 3a). In addition, tdT^+^ (Gli1^+^) Pax7^+^ cells (~13.8% of Pax7^+^ cells) were detected in TA muscle sections by immunofluorescence staining (Fig. 2e, f), as well as on single extensor digitorum longus (EDL) myofibers isolated from Gli1-CreERT2; R26-tdT mice (Fig. 2g, Supplementary Fig. 3b, c). These results further confirmed the existence of the Gli1^+^ MuSC population in vivo.

**Fig. 2:**
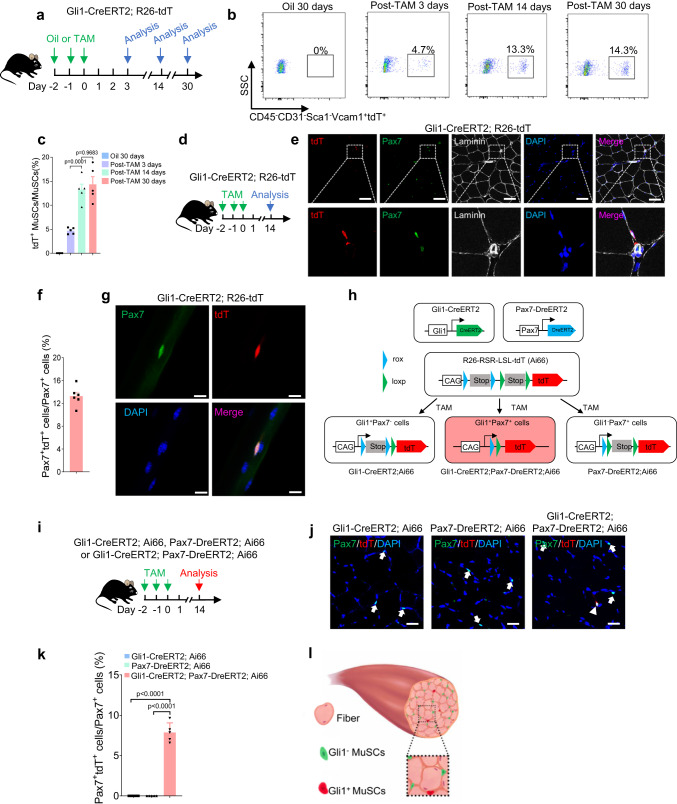
Identification of a population of MuSCs marked by Gli1. **a** Scheme of the experimental strategy. **b** Representative profiles of fluorescence-activated cell sorter analysis of the percentage of Gli1^+^ MuSCs from Gli1-CreERT2; R26-tdT mice at different time points with oil or TAM treatment (*n* = 5). tdT-marked Gli1^+^ MuSCs were detected within 3 days and plateaued at day 14, showing no further increase at day 30. **c** Quantification analysis of the percentage of MuSCs expressing tdT at different time points with oil or TAM treatment (*n* = 5). **d** Scheme of the experimental strategy for analyzing TAM-induced Gli1^+^ MuSCs. **e** Immunofluorescence staining for tdT (red), Pax7 (green), Laminin (gray) and DAPI (blue) in TA muscles (*n* = 6). Scale bars, 50 µm. Boxed regions are magnified on the low. **f** Quantification of the percentage of Pax7^+^ cells expressing tdT (Gli1) (*n* = 6). **g** Immunofluorescence staining for tdT (red), Pax7 (green) and DAPI (blue) in isolated single EDL myofibers from hindlimb skeletal muscles (*n* = 5). Scale bars, 10 µm. **h** Scheme of the dual-recombinase genetic lineage-tracing strategy. **i** Schematic of the experimental strategy. **j** Immunofluorescence staining for tdT (red), Pax7 (green) and DAPI (blue) in TA muscle sections. White arrowhead indicated the tdT^+^ (Gli1^+^) Pax7^+^ cells from different mouse lines (*n* = 5). White arrows indicated the tdT^−^ (Gli1^−^) Pax7^+^ cells. Scale bars, 50 µm. **k** Quantification of the percentage of Pax7^+^ cells expressing tdT (Gli1) in different mouse lines (*n* = 5). **l** The model specific of MuSC populations. Red indicated the Gli1^+^ MuSCs. Green indicated Gli1− MuSCs. Light red indicated myofibers. Data are presented as mean ± SEM; Statistical significance was determined by one-way ANOVA (**c, k**). All numbers (*n*) are biologically independent experiments. Source data are provided in the Source Data File.

To exclude the potential contamination from other Gli1^+^ cells, dual-recombinase-based lineage tracing was performed as described^37^. We first generated a Pax7-DreERT2 knock-in mouse line, and bred it with a R26-RSR-tdT (R26-Rox-Stop-Rox-tdT) mouse line (Supplementary Fig. 4a, b). The efficient induction of Pax7-DreERT2-mediated recombination by TAM was confirmed (Supplementary Fig. 4c). Immunofluorescence staining and FACS analysis on TA muscle sections and MuSCs showed that over 85% of Pax7^+^ cells were expressing tdT, indicating a high efficiency and specificity of Pax7-DreERT2 for lineage tracing of Pax7^+^ cells (Supplementary Fig. 4d–f). Next, Gli1-CreERT2; Pax7-DreERT2; Ai66 (Gli1-CreERT2; Pax7-DreERT2; R26-Rox-Stop-Rox-Loxp-Stop-Loxp-tdT) mice were generated to specifically label Gli1^+^ Pax7^+^ cells. In this mouse line, expression of the tdT reporter required both Dre-Rox and Cre-LoxP recombination to exclude the potential contamination from other Gli1^+^ cells (Fig. 2h, i). Dual-recombinase tracing revealed that ~7.9% of MuSCs were tdT^+^ (Gli1^+^ Pax7^+^) in skeletal muscles after TAM induction (Fig. 2j, k, Supplementary Fig. 4g, h). In contrast, no tdT^+^ (Gli1^+^ Pax7^+^) cells were detected in the littermate controls (Gli1-CreERT2; Ai66 or Pax7-DreERT2; Ai66) (Fig. 2k, Supplementary Fig. 4g, h). Because dual-recombinase-mediated lineage tracing depends on both inducible CreERT2 and DreERT2, the efficiency would be lower than that from single lineage tracing^37^. Consistently, there were fewer tdT^+^ (Gli1^+^ Pax7^+^) cells labeled in Gli1-CreERT2; Pax7-DreERT2; Ai66 mice than in Gli1-CreERT2; R26-tdT mice (Fig. 2k). These results suggested that a Gli1^+^ population of MuSCs exists in skeletal muscle.

Another potential confounding factor in this lineage-tracing approach is that the observed tdT^+^ cells could have been derived from the progeny of tissue-resident stem or progenitor cells that previously expressed Gli1^38,39^. To exclude this possibility, the Gli1−LacZ mouse line, where nuclear LacZ is knocked in the Gli1 locus, was used to ascertain whether tdT^+^ cells actively express Gli1. Cryosections from skeletal muscle of Gli1−LacZ mice were analyzed by X-Gal staining and immunofluorescence staining. X-Gal staining further confirmed the presence of Gli1^+^ cells in skeletal muscles (Supplementary Fig. 5a). Consistent with the previous report^31^, Gli1 expression was detected in PDGFRα^+^ FAPs (Supplementary Fig. 5b). Meanwhile, colocalization of β-Gal and Pax7 was also detected in skeletal muscle (Supplementary Fig. 5c). About 11.6% of Pax7^+^ MuSCs actively express Gli1 (Supplementary Fig. 5c), further confirming the existence of a population of Gli1^+^ MuSCs in skeletal muscle (Fig. 2l).

### Gli1^+^ MuSCs display enhanced proliferation and differentiation ability in vitro

To further characterize the differences between Gli1^+^ and Gli1^−^ MuSCs, these cells were isolated and immunofluorescence stained for tdT and Gli1, Pax7, Myf5, CD34 or MyoD (Fig. 3a). Immunofluorescence staining results showed that more than 95% of tdT^+^ (Gli1^+^) and tdT^−^ (Gli1−) MuSCs expressed Pax7, and no statistically significant difference in Pax7, Myf5, CD34 and MyoD protein expression between tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs (Fig. 3b, c, Supplementary Fig. 6a). However, Gli1 is predominantly expressed in tdT^+^ (Gli1^+^) MuSCs (Fig. 3b), which was further identified by Western blot analysis result (Fig. 3d). 

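RNA-seq compared the transcripts of MuSCs sorted by tdT from Gli1-CreERT2; R26-tdT mice 3 days after TAM. In these mice a tamoxifen-dependent Cre recombinase, expressed from *Gli1*, switches on the red fluorescent protein tdT. MuSCs were gated as CD45-CD31-Sca1-VCAM1+ cells of digested hindlimb muscle, which removes cells with the surface markers of blood, endothelium and most fibro-adipogenic progenitors (FAPs). There were 4 libraries of tdT+ (Gli1+) MuSCs and 3 of tdT- (Gli1-) MuSCs, each made from 1 ng of total RNA. The legend of Fig. 3 describes each n as a biologically independent experiment, and the sources used here do not say whether a library came from 1 mouse or from a pool.
The Gli1- libraries held 12808512 to 19662721 reads assigned to genes (median 14724614) and the Gli1+ libraries 10595181 to 13781283 (median 11326535.5). The number of genes with at least 1 read differed more than the depth did. It was 10829, 5471 and 6834 in Gli1- replicates 1, 2 and 3, and 10016, 9763, 8579 and 9622 in Gli1+ replicates 1 to 4. A gene was mostly either well covered or absent, since 5394 of the 5471 genes detected in Gli1- replicate 2 had at least 5 reads and the median detected gene there had 722 reads. Among genes at a mean of 20 to 50 counts scaled to library size (CPM) in the other libraries, 50.3% had no read in Gli1- replicate 2 and 29.9% had none in Gli1- replicate 3, against 2.01% in Gli1- replicate 1 and 3.94% to 13.2% in the Gli1+ libraries. The 20 most abundant genes took 17.6% to 25.6% of the reads of a library. Spearman correlations between libraries over the genes tested ran from 0.576 to 0.809 within the groups and from 0.562 to 0.856 between them, and the lowest chi-square per degree of freedom between replicates was 112, so none was a second copy of another.

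**Figure D1:**
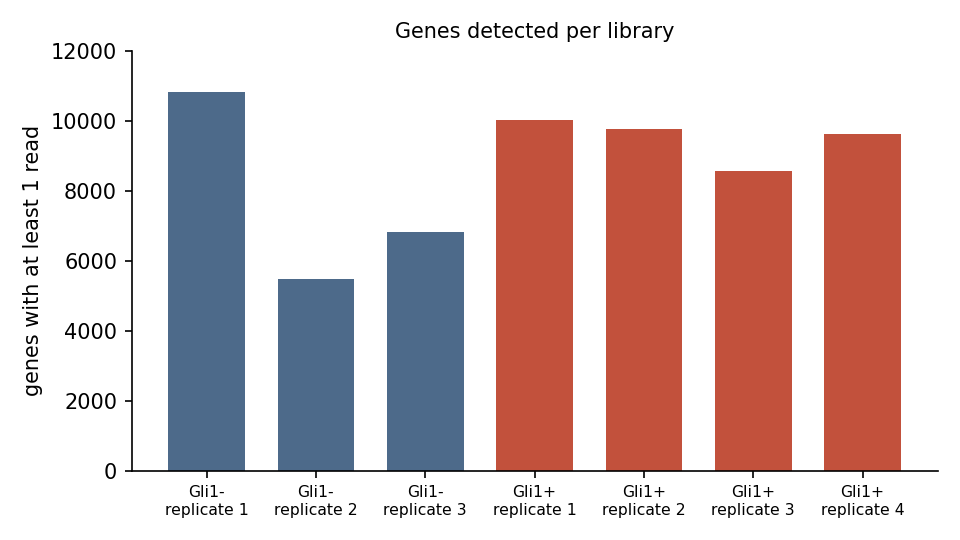
Number of genes with at least 1 read (vertical axis) in each of the 7 libraries, with Gli1- MuSCs in blue and Gli1+ MuSCs in red. The bars of Gli1- replicates 2 and 3, at 5471 and 6834 genes, are the lowest, and those of the other 5 libraries lie between 8579 and 10829.

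The authors deposited raw counts per gene. The paper's methods give STAR on GRCm38 and tximport, while the submitters' processing notes name CASAVA and HISAT2 2.0.5, and whether counting used the strand is not given in the sources used here. From these counts, genes with at least 5 reads in at least 2 libraries, the filter in the paper's methods, were kept, which left 11134 of the 13280 genes in the table. Counts were scaled by TMM and are given as CPM (mean ± SD). The groups were compared with edgeR's quasi-likelihood test, and p was adjusted by the Benjamini-Hochberg method over the 11134 genes. Reads were not counted by molecular identifiers, so intervals and floors cover counting error only.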

Subsequently, we separately collected tdT^+^ (Gli1^+^) and tdT^−^ (Gli1−) MuSCs for RNA-Seq analysis (Supplementary Fig. 6b). 

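The genes with the smallest p between the sorted MuSC populations were *Hhip* and *Igfbp5*. *Igfbp5*, a secreted protein that binds insulin-like growth factors (ENSMUSG00000026185, chromosome 1 of GRCm38 from 72857932 to 72874884), was at 1231 ± 189 CPM (SD, n = 4) in Gli1+ MuSCs and 315 ± 109 CPM (SD, n = 3) in Gli1- MuSCs. Its log2 fold change was 1.97 (standard error 0.36, adjusted p = 0.633 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher in every Gli1+ library than in any Gli1- library. With the sum of a FAP and fibroblast marker list as a covariate and a split of the libraries along their first principal component as a block, a fit chosen after seeing the data, it was 1.72 (standard error 0.42). *Angptl2*, a secreted glycoprotein, had a log2 fold change of 1.43 (standard error 0.46) and *Lars2*, a mitochondrial leucyl-tRNA synthetase, 2.94 (standard error 0.77). *Lars2* varied widely, at 1607 to 18080 CPM over the Gli1+ libraries and 616 to 1142 CPM over the Gli1- libraries. *Cygb* (cytoglobin), *Ecm1* (extracellular matrix protein 1), *Dpep1*, *Ifih1* (a sensor of double-stranded RNA), *Txnrd3*, *Pno1* and *Stx18* had no read in any Gli1- library and means of 22.2 to 28.3 CPM in Gli1+ MuSCs. Of the exonic bases of *Cygb*, 201 overlap *Prcd* on the other strand, and 30.7% of the 31-base stretches of *Stx18* also occur in other genes.
These 10 genes and *Hhip* were the 11 genes higher in Gli1+ MuSCs at the thresholds of Fig. 3e, an unadjusted p under 0.01 and a log2 fold change of at least 1, and 0 genes were lower. *Angptl2*, *Lars2*, *Ecm1*, *Dpep1*, *Pno1* and *Stx18* fall outside the rule for named genes and were named after their values were seen. All 11 also pass these thresholds in the authors' deposited table. With DESeq2's size factors in place of TMM the counts were 10 higher and 2 lower, and with library totals alone 10 and 6. At an adjusted p under 0.05 edgeR called 0 genes in either direction, with 170 genes higher and 68 lower at an unadjusted p under 0.05. limma-voom also called 0, and DESeq2 called 64 higher and 2 lower (*S100a8* and *Wars2*), where 61 of the 64 had no read in any Gli1- library. At the thresholds of Fig. 3e, limma-voom gave 29 higher and 17 lower, and DESeq2 156 and 23. In all, 426 of the tested genes had no read in any Gli1- library and 53 had none in any Gli1+ library. The groups did not overlap for 424 of the 11134 genes (320 higher and 104 lower in Gli1+ MuSCs). For values without ties, chance leaves 5.71% of genes without overlap, a larger share than was seen. Genes with no read in libraries of both groups are tied at 0 and can never count as separated. The 5.71% is therefore not the chance share for these data, and the comparison does not decide between an excess and a lack of separated genes.
Of the 10 genes read from the labels of Fig. 3e, 8 were higher and 2 lower in Gli1+ MuSCs, 9 of them at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05, and since the study chose them from these libraries they are not independent evidence of their direction. The lower genes were *Srf*, a transcription factor of muscle and cytoskeletal genes (log2 fold change -0.91, standard error 0.31, adjusted p = 1.00 from the same edgeR test with Benjamini-Hochberg adjustment), and *Wars2*, a mitochondrial tryptophanyl-tRNA synthetase with no read in Gli1+ MuSCs and 18.8 ± 14.6 CPM (SD, n = 3) in Gli1- MuSCs. *Retnla*, a marker of alternatively activated macrophages, was read in 2 of the 4 Gli1+ libraries and in no Gli1- library.
The number of genes higher at the thresholds of Fig. 3e was 533 without Gli1- replicate 1, 7 without Gli1- replicate 2, 4 without Gli1- replicate 3, and 6, 3 and 4 without Gli1+ replicates 2, 3 and 4, and the number lower was 6 without Gli1- replicate 1, 2 without Gli1- replicate 2, 2 without Gli1+ replicate 1 and 5 without Gli1+ replicate 4. At an adjusted p under 0.05 edgeR called *Hey1* and *Stat5b* (named after their values were seen) without Gli1- replicate 1 and *Hhip* without Gli1- replicate 2. DESeq2 called 1678, 87 and 79 genes without Gli1- replicates 1, 2 and 3, and 36, 15, 21 and 17 without Gli1+ replicates 1 to 4.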

We identified 208 differentially expressed genes, of which 178 were upregulated and 30 were downregulated in tdT^+^ (Gli1^+^) MuSCs compared to tdT^−^ (Gli1^−^) MuSCs (Fig. 3e). RNA-sequencing analysis reveals that tdT^+^ (Gli1^+^) MuSCs exhibited high expression levels of *Gli1* and *Hhip*, while *Gli3* is barely expressed (Supplementary Fig. 6c). 

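*Hhip* encodes the Hedgehog-interacting protein, a membrane protein that binds Hedgehog ligands and is a transcriptional target of the pathway. It lies on chromosome 8 of GRCm38 from 79965851 to 80058006 (ENSMUSG00000064325). *Hhip* was read in each Gli1+ library, at 74.6 ± 20.5 CPM (SD, n = 4), and in none of the 3 Gli1- libraries. Against a floor of 3 reads in each Gli1- library its mean was 400-fold higher in Gli1+ MuSCs. That fold covers counting error only and is no lower bound on the difference. Of genes at 20 to 50 CPM in the other libraries, 50.3% had no read in Gli1- replicate 2 and 29.9% in replicate 3, against 2.01% in replicate 1. Of the 1965 genes whose Gli1+ mean lay within 1.5 times of that of *Hhip*, 0 lacked reads in all 3 Gli1- libraries. Loss of *Hhip* from part of these libraries stays open. *Gli1*, the transcription factor whose locus drives the Cre behind tdT (ENSMUSG00000025407, chromosome 10 from 127329882 to 127341974), was at 26.6 ± 18.4 CPM (SD, n = 4) in Gli1+ MuSCs and 3.86 ± 6.68 CPM (SD, n = 3) in Gli1- MuSCs. *Gli3*, a transcription factor that mostly acts as the repressor of the pathway (ENSMUSG00000021318, chromosome 13 from 15463235 to 15730026), was at 4.53 ± 6.03 CPM (SD, n = 4) in Gli1+ MuSCs, with reads in 2 of the 4 libraries.

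**Figure D2:**
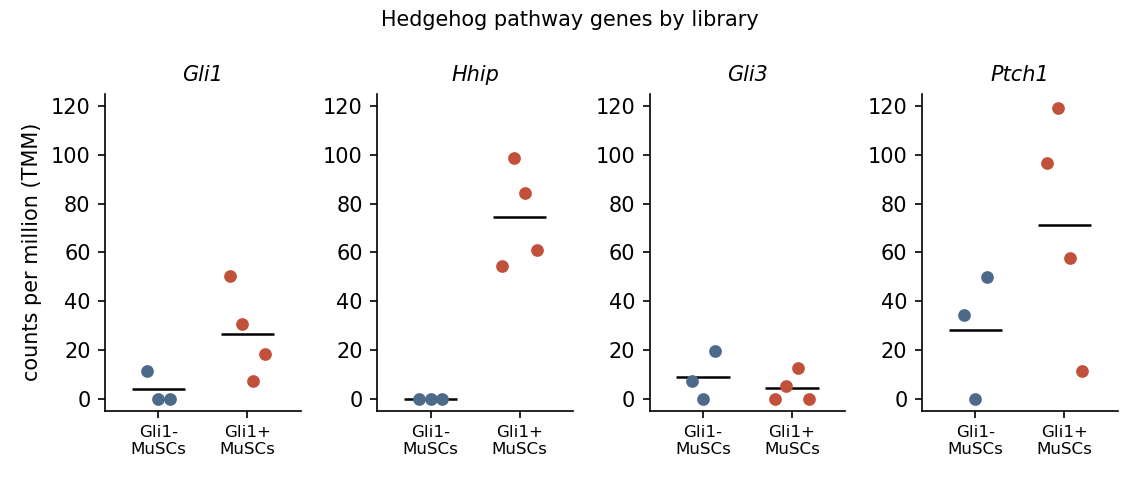
CPM (TMM) of *Gli1*, *Hhip*, *Gli3* and *Ptch1* in each library of Gli1- MuSCs (blue, n = 3) and Gli1+ MuSCs (red, n = 4), with a point per library and a line at the group mean. *Hhip* lies between 54.4 and 98.6 CPM in the Gli1+ libraries and at 0 in the Gli1- libraries, and the points of the other 3 genes overlap between the groups.

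*Hhip* had the smallest p of the 11134 genes (2.50e-05, adjusted p = 0.278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p over the alternative settings ran from 2.07e-16 with DESeq2 on every gene of the table, chosen after seeing the data, to 1.00, and it was 8.42e-14 with DESeq2 on the filtered genes and 0.0174 by edgeR without Gli1- replicate 2. The log2 fold change of *Gli1* was 2.78 (standard error 2.7, adjusted p = 1.00 from the same edgeR test), so its difference did not pass the test. Of the exonic bases of *Gli1*, 265 overlap an annotated antisense transcript and 62 overlap *Arhgap9* on the other strand, and 175 of those of *Hhip* overlap a small RNA gene on the other strand.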

There was no significant difference in the expression level of *Ptch1* (Supplementary Fig. 6c). In addition, tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs showed no significant differential expression of *Pax7*/*MyoD*/*Myf5*/*CD34*/*MyoG* (Supplementary Fig. 6c). 

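*Ptch1*, the receptor of Hedgehog ligands and a target of the pathway (ENSMUSG00000021466, chromosome 13 of GRCm38 from 63508328 to 63573598), was at 71.2 ± 47.4 CPM (SD, n = 4) in Gli1+ MuSCs and 28.0 ± 25.5 CPM (SD, n = 3) in Gli1- MuSCs, with no read in Gli1- replicate 2. *Smo*, the signal transducer of the pathway, was at 89.0 ± 21.9 CPM (SD, n = 4) and 18.4 ± 18.7 CPM (SD, n = 3), higher in every Gli1+ library than in any Gli1- library. *Cdon*, a ligand co-receptor, was at 283 ± 110 CPM (SD, n = 4) in Gli1+ MuSCs and 169 ± 89.8 CPM (SD, n = 3) in Gli1- MuSCs. Of 16 tested members of a Hedgehog pathway list, 11 had a log2 fold change above 0 and 5 below, and 0 passed an adjusted p under 0.05 over all genes (1 higher, *Hhip*, adjusted over the list alone).
The log2 fold change of *Ptch1* was 1.34 (standard error 1.54, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is within the spread between libraries. That of *Smo* was 2.28 (standard error 1.44) and that of *Cdon* 0.74 (standard error 0.42). The list stood higher in Gli1+ MuSCs than the other genes by camera with a preset correlation of 0.01 (adjusted p = 0.0443 over 22 lists), where the median log2 fold change was 0.59 for the list and 0.30 for all genes tested. No list kept its call with an estimated correlation (adjusted p = 0.998 for this list). The adjusted p of the list was 0.186 without Gli1- replicate 1, 0.493 without Gli1- replicate 2, and 0.140, 0.209 and 0.136 without Gli1+ replicates 1, 2 and 3, and it ran from 0.0120 to 0.998 over the alternative settings. The call was also lost with other scalings (0.0543 and 0.0563), without a filter (0.0994), with limma-voom (0.305) and, chosen after seeing the data, with a split of the libraries along their first principal component as a block (0.131).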

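The means of the myogenic lineage genes differed between the populations by no more than the larger SD of each gene. *Pax7*, the transcription factor that defines MuSCs, was at 407 ± 120 CPM (SD, n = 4) in Gli1+ MuSCs and 347 ± 173 CPM (SD, n = 3) in Gli1- MuSCs. *Myf5* was at 243 ± 135 and 174 ± 162 CPM and *Cd34* at 427 ± 180 and 432 ± 223 CPM in the same order (SD, n = 4 and n = 3). *Myod1* was at 102 ± 25.3 CPM (SD, n = 4) in Gli1+ MuSCs and 133 ± 58.0 CPM (SD, n = 3) in Gli1- MuSCs. *Myog*, a regulator of terminal differentiation, was read in 2 of the 4 Gli1+ libraries and 1 of the 3 Gli1- libraries, at 5.69 ± 6.65 CPM (SD, n = 4) and 11.3 ± 19.6 CPM (SD, n = 3).
The log2 fold changes were 0.23 (standard error 0.38) for *Pax7*, 0.49 (0.72) for *Myf5*, -0.02 (0.42) for *Cd34*, -0.38 (0.40) for *Myod1* and -0.99 (3.29) for *Myog*. The adjusted p was 1.00 for each of these 5 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it stayed above 0.05 under each of the 16 alternative settings with a gene-level fit, the lowest being 0.409 for *Myf5* without Gli1- replicate 1. At its standard error a difference in *Myog* of several log2 units was not detectable.
Of 26 genes of MuSC identity and quiescence, 19 had a log2 fold change above 0 and 7 below, and 0 were called over all genes or adjusted over the list alone. Camera did not call the list (adjusted p = 0.996), and its direction there was lower although its median log2 fold change was 0.25, against 0.30 for all genes tested. *Itga7* and *Vcam1*, surface markers of MuSCs, had log2 fold changes of 0.45 (standard error 0.34) and 0.39 (standard error 0.31). Of 15 mature myofibre genes, 9 were above 0 and 6 below, and the list was not called (adjusted p = 0.320 by camera).
*Cd34* has 148 exonic bases that overlap an antisense gene.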

We also performed a standard RT-qPCR to validate the gene expression results observed from sequencing experiment. The expression pattern of these genes was in concordance with the sequencing results (Supplementary Fig. 6d, e). Next, GO analysis revealed that genes involved in proliferation and differentiation were upregulated in tdT^+^ (Gli1^+^) MuSCs (Fig. 3f, g), indicating that Gli1^+^ MuSCs have advanced proliferation and differentiation capabilities.

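Of the genes of the S, G2 and M phases, the 4 with the smallest p were *Mki67*, *Top2a*, *Cdc20* and *Cenpa*. They were at means of 5.48 to 11.0 CPM in Gli1+ MuSCs and had no read in any Gli1- library. *Mki67*, *Top2a* and *Cenpa* also had no read in Gli1+ replicate 1, and *Cdc20* had none in Gli1+ replicate 3. Such zeros were common, as 426 of the 11134 tested genes had no read in any Gli1- library. Of genes at 20 to 50 CPM in the other libraries, 50.3% had no read in Gli1- replicate 2 and 29.9% in replicate 3, against 2.01% in replicate 1. The means of these 4 genes lie below that range. The sums of the whole list overlapped between the groups, at 319.6, 392 and 232 CPM in Gli1- replicates 1 to 3 and 358, 467, 279.5 and 610 CPM in Gli1+ replicates 1 to 4. *Ccnd1* (cyclin D1), which drives entry into the cell cycle, was at 160 ± 60.6 CPM (SD, n = 4) in Gli1+ MuSCs and 74.4 ± 38.8 CPM (SD, n = 3) in Gli1- MuSCs. Among genes of muscle differentiation, *Mef2c*, a myogenic transcription factor, had 78, 1, 307 and 186 reads in Gli1+ replicates 1 to 4 and none in any Gli1- library, and *Chrna1*, the alpha subunit of the muscle acetylcholine receptor, was at 69.7 ± 16.2 CPM (SD, n = 4) and 38.1 ± 9.59 CPM (SD, n = 3).
Of the 14 tested genes read from the proliferation panel of Fig. 3g, 11 were higher and 3 lower in Gli1+ MuSCs, and of the 11 tested genes of its differentiation panel 9 were higher and 2 lower. The study chose these genes from the same libraries, so the tallies are not independent evidence of their direction. At an unadjusted p under 0.05 the proliferation panel had 1 gene higher and 1 lower and the differentiation panel 3 higher and 1 lower. None passed an adjusted p under 0.05 by edgeR, and DESeq2 called *Sirt6* of the first panel and *Igfbp5* and *Meox2* of the second. *Sirt6* had 76, 410, 0 and 0 reads in Gli1+ replicates 1 to 4, so its call rests on 2 libraries. Neither *Sirt6* nor *Meox2* had a read in any Gli1- library. *Adamts5*, a matrix protease, had a log2 fold change of 0.93 (standard error 0.38), *Sin3b*, a transcriptional corepressor, -0.99 (standard error 0.41), and *Igf1* 2.47 (standard error 1.65, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
In lists fixed without these data, 17 of the 21 tested genes of S, G2 and M phase had a log2 fold change above 0 and 4 below. Their median was 1.63, against 0.30 for all genes tested, and 6 of the 21 had no read in any Gli1- library. Camera gave the list an adjusted p of 0.206. Of the 17 tested G1 entry and inhibitor genes, 11 were above 0 and 6 below (adjusted p = 0.933 by camera), and of the 13 myogenic differentiation genes 8 were above 0 and 5 below (adjusted p = 0.996). In none of these 3 lists, which held 4, 1 and 2 genes higher and 0 lower at an unadjusted p under 0.05, was a gene called by edgeR, over all genes or adjusted over the list alone, and for myogenic differentiation the median of 0.20 was above 0 while camera's direction was lower. The S, G2 and M phase list was called higher with DESeq2 (adjusted p = 0.000151), without Gli1- replicate 2 (0.00769) and without Gli1+ replicate 3 (0.0304), and its adjusted p ran up to 0.998 over the alternative settings. The myogenic differentiation list turned to higher, still uncalled, with DESeq2 (adjusted p = 0.165), without Gli1- replicate 2 (0.737) and without Gli1+ replicate 4 (0.943).
From its GO analysis, in which genes of proliferation and differentiation were upregulated, the paper reasons that Gli1+ MuSCs have advanced proliferation and differentiation capabilities. It then tests both directly in culture, by cell numbers, EdU labelling, fusion index and Western blots of myotubes. Those assays were not analysed here.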

**Fig. 3:**
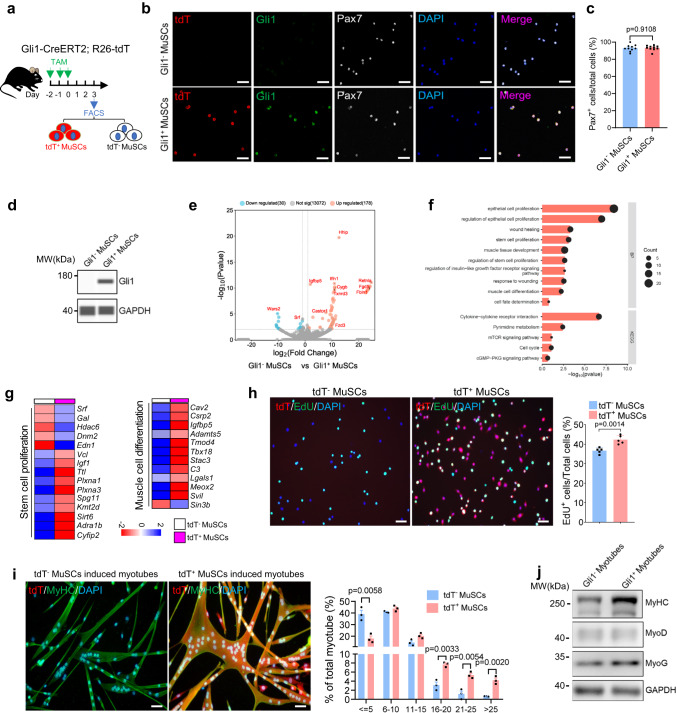
Gli1^+^ MuSCs display enhanced proliferation and differentiation ability in vitro. **a** Scheme of the experimental strategy. **b** Immunofluorescence staining for tdT (red), Gli1 (green), Pax7 (gray) and DAPI (blue) on MuSCs isolated from hindlimb skeletal muscles (*n* = 10). Scale bars, 20 µm. **c** Quantification of the percentage of tdT^+^Pax7^+^ cells (*n* = 10). **d** Western blot for Gli1 from tdT^+^(Gli1^+^) and tdT^−^(Gli1^−^) MuSCs. **e** Volcano diagram of differentially expressed genes (red: upregulated; blue: downregulated) in tdT^−^ (Gli1^−^) (*n* = 3) *vs* tdT^+^ (Gli1^+^) (*n* = 4) MuSCs. Not significantly changed genes were indicated in gray. Red and blue highlighted log_2_ fold changes of 1 and −1. *p* value < 0.01. **f** Top enriched pathway of the unique genes in tdT^+^ (Gli1^+^) MuSCs. **g** Heatmap of the representative genes in the GO term “cell population proliferation” and “muscle cell differentiation” of tdT^+^ (Gli1^+^) or tdT^−^ (Gli1−) MuSCs. **h** Left panel: Equal numbers (1000 cells) of FACS-sorted tdT^+^ (Gli1^+^) or tdT^−^(Gli1^−^) MuSCs were cultured for 72 h and labeled with EdU for 12 h, followed by immunofluorescence staining for tdT (red), EdU (green) and DAPI (blue) (*n* = 5). Scale bars, 50 µm. Right panel: Quantification of the percentage of EdU^+^ cells (n = 5). **i** Left panel: Equal numbers (10,000 cells) of tdT^+^ (Gli1^+^) or tdT^−^ (Gli1−) MuSCs were cultured for 2 h in proliferation medium followed by 2 days in differentiation medium; the degree of differentiation was assessed by immunofluorescence staining for tdT (red), MyHC (green) and DAPI (blue) (*n* = 3). Scale bars, 50 µm. Right panel: Quantifications of the percentage of nuclei in MyHC^+^ myotubes (*n* = 3). **j** Western blot for MyHC, MyoD, MyoG and GAPDH (loading control) from tdT^+^(Gli1^+^) and tdT^−^(Gli1^−^) MuSCs induced myotubes. Data are presented as mean ± SEM; Statistical significance was determined by two-tailed unpaired Student’s *t* test (**c**, **h**) or one-way ANOVA (**i**). All numbers (*n*) are biologically independent experiments. Source data are provided in the Source Data File.

The proliferation ability of Gli1^+^ and Gli1^−^ MuSCs was next tested. The same amount of tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs were seeded separately. After 4 days of in vitro culturing, tdT^+^ (Gli1^+^) MuSCs displayed higher proliferative capability as indicated by the elevated cell numbers (Supplementary Fig. 7a, b). Similarly, the results from the 5-Ethynyl-2′-Deoxyuridine (EdU) labeling experiment suggested that Gli1^+^ MuSCs proliferated more extensively than Gli1^−^ (tdT^−^) MuSCs (Fig. 3h). To further investigate the differences in proliferation ability between Gli1^+^ and Gli1^−^ MuSCs, CD31^−^CD45^−^Sca1^−^Vcam1^+^ MuSCs (including tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs) from Gli1-CreERT2; R26-tdT mice were isolated by FACS sorting and cultured in vitro. The cells were passaged once. In this in vitro culturing system, both tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs were cultured in the same mixture to exclude the potential variations in the culturing conditions. The percentage of tdT^+^ (Gli1^+^) cells was measured by FACS analysis at each passage (Supplementary Fig. 7c, d). The percentage of tdT^+^ (Gli1^+^) cells continued to increase after passage (Supplementary Fig. 7e). To further confirm the proliferation capacity of Gli1^+^ MuSCs under ex-vivo conditions, muscle fibers from Gli1-CreERT2; R26-tdT mice were isolated and cultured. Samples were collected at 0, 24, 48, and 72 h time points. Immunofluorescence staining of Pax7 revealed that both Gli1^+^ and Gli1^−^ MuSCs expressed Pax7 at all time points (Supplementary Fig. 7f). Furthermore, we performed immunofluorescence staining of Gli1 and MyoG on fibers at each time point. The results showed that only tdT^+^ MuSCs expressed Gli1 and maintained its expression from 0 h to 72 h (Supplementary Fig. 7g). Additionally, we observed only weak MyoG signals in the 72 h samples (Supplementary Fig. 7h). Upon analyzing fibers at 72 h, we observed a significantly higher number of Gli1^+^ MuSCs compared to Gli1− MuSCs per clone (Supplementary Fig. 7i). Taken together, these results suggested that Gli1^+^ MuSCs possess a stronger proliferation capacity.

The differentiation ability of Gli1^+^ and Gli1^−^ MuSCs was then examined. Equal numbers of tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs were seeded and induced to differentiate in vitro, respectively. tdT^+^ (Gli1^+^) MuSCs displayed a higher fusion index and the proportion of muscle cells with a higher number of cell nuclei is greater than tdT^−^ (Gli1−) MuSCs (Fig. 3i, Supplementary Fig. 7j). We also have incorporated western blot data of differentiated tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) for MyHC, MyoD and MyoG. Upon differentiation of MuSCs, we observed low expression levels of MyoD between tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) myotubes, whereas the protein levels of MyHC and MyoG were significantly higher in tdT^+^ (Gli1^+^) myotubes compared to tdT^−^ (Gli1^−^) myotubes (Fig. 3j), suggesting the enhanced differentiation ability of Gli1^+^ MuSCs in vitro.

### Gli1^+^ MuSCs are critical for proper muscle regeneration in vivo

We next further tested the functions of Gli1^+^ MuSCs in vivo using Gli1-CreERT2; R26-tdT mice. CTX-induced muscle injury was then generated in the Gli1-CreERT2; R26-tdT mice (Fig. 4a). As indicated by tdT imaging and immunofluorescence staining for laminin in TA muscle sections collected on various days post injury, over 80% of the regenerated myofibers were tdT^+^ (Gli1^+^) at 14 dpi (Fig. 4b, c), suggesting that Gli1^+^ MuSCs actively participate in muscle regeneration. The participation of Gli1^+^ MuSCs in muscle regeneration was further confirmed by using the dual-recombinase mouse line to rule out the potential contamination from the non-MuSC Gli1^+^ cells. Injury was induced in TA muscle of Gli1-CreERT2; Pax7-DreERT2; Ai66 mice by intramuscular injection of CTX. Muscle regeneration was monitored by immunofluorescence staining of TA muscle cryosections harvested on 0, 3, 5, 7 and 14 dpi (Fig. 4d). Consistent with the results in Gli1-CreERT2; R26-tdT mice, approximately 70% of the regenerated muscle fibers were from tdT^+^ (Gli1^+^) MuSCs (Fig. 4e, f), further confirming that Gli1^+^ MuSCs contribute to muscle regeneration. To assess the self-renewal capacity of Gli1^+^ MuSCs, we obtained frozen sections of Gli1-CreERT2; Pax7-DreERT2; Ai66 mice tissue at 14 days post-CTX injury and performed Pax7 staining. The results indicated that the number of Gli1^+^ MuSCs accounted for approximately 17.4% of the total MuSCs, which was higher than the pre-injury proportion of approximately 13.8%, demonstrating the self-renewal ability of Gli1^+^ MuSCs (Fig. 4g). These data suggested that Gli1^+^ MuSCs actively participate the muscle regeneration process.

**Fig. 4:**
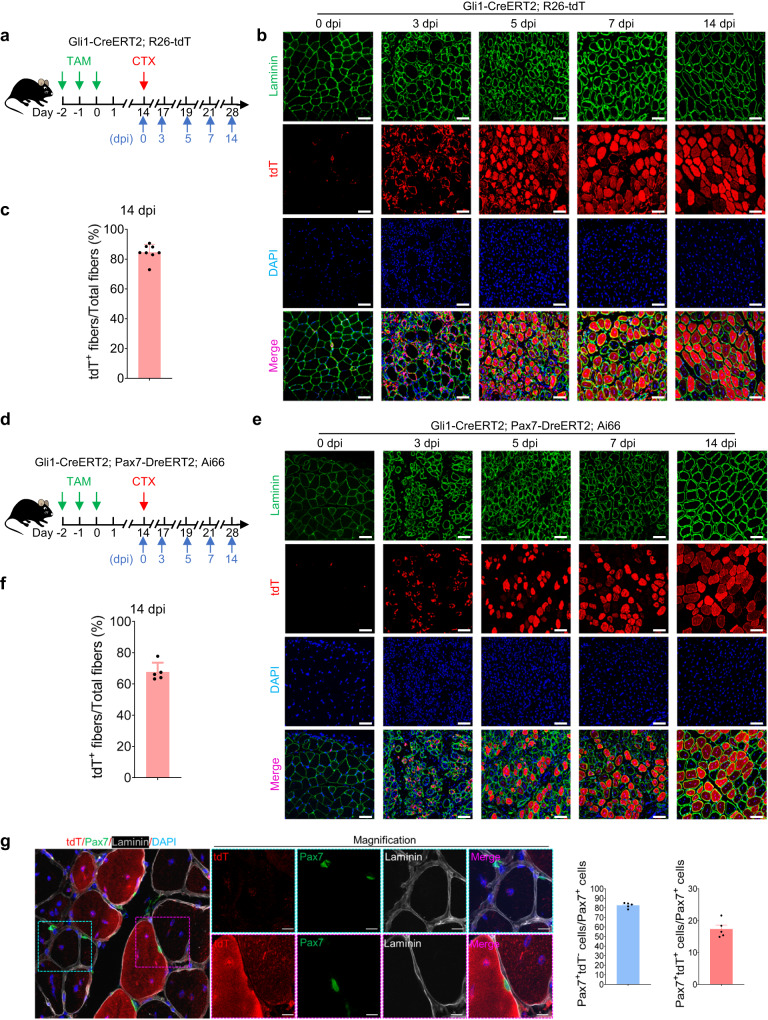
Gli1^+^ MuSCs actively participate the muscle regeneration process. **a** Scheme of the experimental strategy. **b** Immunofluorescence staining for tdT (red), Laminin (green) and DAPI (blue) in TA muscle sections at different time points after CTX injury in Gli1-CreERT2; R26-tdT mice (*n* = 8). dpi, days post injury. Scale bars, 50 µm. **c** Quantification of the percentage of the regenerated myofibers expressing tdT (*n* = 8). **d** Scheme of the experimental strategy. **e** Immunofluorescence staining for tdT (red), Laminin (green) and DAPI (blue) on TA muscle sections at different time points after CTX injury in Gli1-CreERT2; Pax7-DreERT2; Ai66 mice (*n* = 5). dpi, days post injury. Scale bars, 50 µm. **f** Quantification of the percentage of the regenerated myofibers expressing tdT at 14 dpi (*n* = 5). **g** Left panel: Immunofluorescence staining and enlarged images for tdT (red), Pax7 (green), Laminin (gray) and DAPI (blue) in TA muscle sections at day 14 after CTX injury in Gli1-CreERT2; Pax7-DreERT2; Ai66 mice (*n* = 5). The boxed regions are magnified in the panels on the right with split channels. The blue boxed region represents Pax7^+^tdT^−^ cells. The pink boxed region represents Pax7^+^tdT^+^ cells. Scale bars, 10 µm. Right panel: Quantification of the percentage of Pax7^+^tdT^+^ and Pax7^+^tdT^−^ cells at 14 dpi (*n* = 5). The red histogram represents the percentage of Pax7^+^tdT^+^ cells in Pax7^+^ cells. The blue histogram represents the percentage of Pax7^+^tdT^−^ cells in Pax7^+^ cells. Data are presented as mean ± SEM. All numbers (*n*) are biologically independent experiments. Source data are provided in the Source Data File.

To further address the function of Gli1^+^ MuSCs in skeletal muscle regeneration, we generated a Gli1-CreERT2; R26-DTA mouse line to deplete all Gli1^+^ cells, such as FAPs and fibroblasts together with Gli1^+^ MuSCs, in vivo by TAM induction (Fig. 5a). After TAM administration, the number of tdT^+^ (Gli1^+^) cells decreased in the muscle (Supplementary Fig. 8a–c). Muscle regeneration was surveyed in these mice by inducing injury through CTX injection 7 days after TAM administration, and analyzing TA muscles at 14 dpi (Fig. 5b). The size and weight of the TA muscles were significantly decreased in mice depleted of Gli1^+^ cells (Fig. 5c). Laminin staining of TA muscle cryosections 14 dpi revealed muscle regeneration defects after depletion of Gli1^+^ cells (Fig. 5d). These results suggested that Gli1^+^ cells are required for muscle regeneration.

**Fig. 5:**
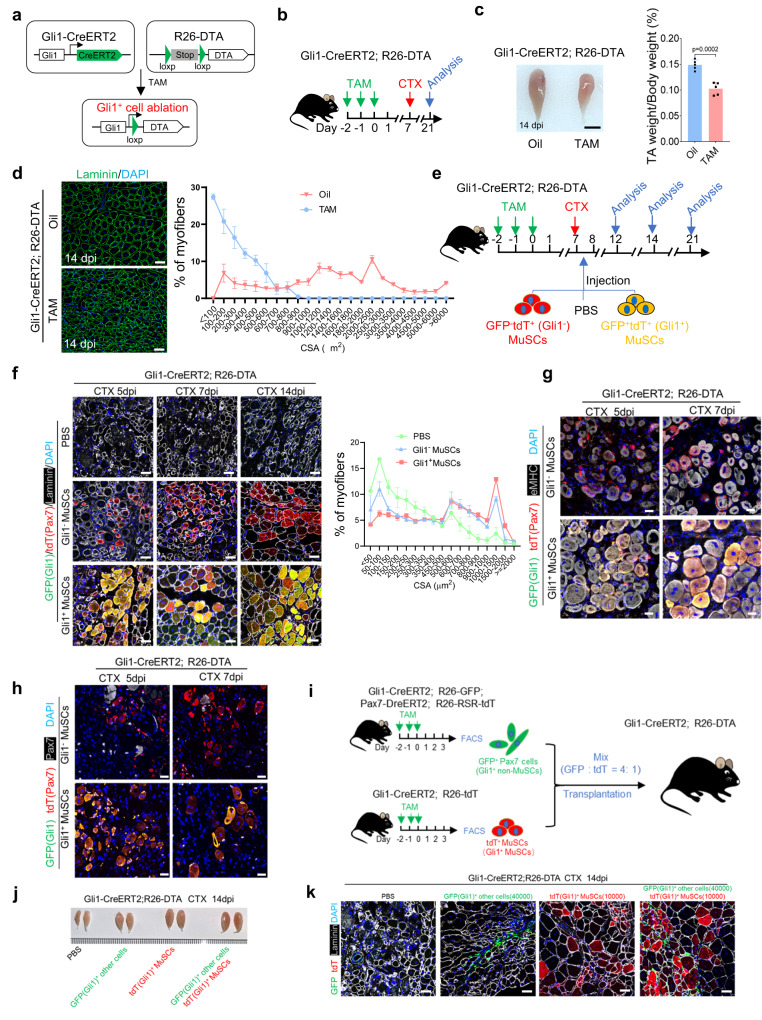
Gli1^+^ MuSCs are key contributors to muscle regeneration. **a** Scheme of genetic ablation of Gli1^+^ cells. **b** Scheme of the experimental strategy. **c** Left panel: Representative photographs of the TA muscle from Gli1-CreERT2; R26-DTA mice treated with oil or TAM (*n* = 5). Scale bars, 3 mm. Right panel: Ratio analysis of TA muscle weight to body weight (*n* = 5). **d** Left panel: Immunofluorescence staining for Laminin (green) and DAPI (blue) in TA muscle sections from Gli1-CreERT2; R26-DTA mice treated with oil or TAM (*n* = 3). Scale bars, 50 µm. Right panel: quantification of the myofiber cross-sectional area (CSA, μm^2^) of the CTX-injured TA muscles of Gli1-CreERT2; R26-DTA mice treated with oil or TAM (*n* = 3). **e** Scheme of the experimental strategy. **f** Left panel: Representative images of the GFP^-^tdT^+^ (Red, Gli1−) and GFP^+^tdT^+^ (Yellow, Gli1^+^) fibers from TA muscle 5 days, 7 days, and 14 days after transplantation (*n* = 3). Scale bars, 50 µm. Right panel: Quantification of the myofiber cross-sectional area (CSA, μm^2^) (*n* = 3). **g** Immunofluorescence staining for GFP (green), tdT (red), eMHC (gray) and DAPI (blue) in CTX-injured Gli1-CreERT2; R26-DTA mice were shown (*n* = 3). Scale bars, 50 µm. **h** Immunofluorescence staining for GFP (green), tdT (red), Pax7 (gray) and DAPI (blue) in CTX-injured Gli1-CreERT2; R26-DTA mice were shown (*n* = 3). Scale bars, 50 µm. **i** Scheme of the experimental strategy. **j** Representative photographs of the TA muscle from Gli1-CreERT2; R26-DTA mice 14 days after transplantation (*n* = 3). Scale bars, 3 mm. **k** Immunofluorescence staining for tdT (red), GFP (green), Laminin (gray) and DAPI (blue) in CTX-injured Gli1-CreERT2; R26-DTA mice were shown (*n* = 3). Scale bars, 50 µm. Data are presented as mean ± SEM; Statistical significance was determined by two-tailed unpaired Student’s *t* test (**c**) or one-way ANOVA (**f**). All numbers (*n*) are biologically independent experiments. Source data are provided in the Source Data File.

In Gli1-CreERT2; R26-DTA mice, all Gli1^+^ cells, such as FAPs and fibroblasts together with Gli1^+^ MuSCs were eliminated by DTA upon TAM administration. Cell transplantation experiment is a powerful method to specifically examine the effects of Gli1^+^ MuSCs. However, Gli1^−^ MuSCs from Gli1-CreERT2; R26-tdT mice cannot be tracked in vivo due to the lack of a fluorescent reporter. To achieve specific discrimination between Gli1^−^ and Gli1^+^ MuSCs in vivo, we took advantage of a new genetic lineage-tracing system that utilizes Dre and Cre recombinases to examine Gli1^−^ and Gli1^+^ MuSCs. We generated Gli1-CreERT2; R26-eGFP; Pax7-DreERT2; R26-RSR-tdT mice. As shown in the design, Dre expression driven by the Pax7 promoter resulted in tdT gene expression, and Gli1-derived Cre led to GFP gene expression (Supplementary Fig. 8d). Therefore, Gli1^+^ MuSCs were labeled with GFP and tdT, while Gli1− MuSCs were only labeled with tdT. Next, we performed genetic lineage-tracing experiments using Gli1-CreERT2; R26-eGFP; Pax7-DreERT2; R26-RSR-tdT mice by administering TAM. We observed the presence of GFP^+^tdT^+^ (Gli1^+^) MuSCs in the muscle, and the proportion of GFP^+^tdT^+^ (Gli1^+^) cells is consistent with percentage in Gli1-CreERT2; R26-tdT mice (Supplementary Fig. 8e, f). To specifically examine the effects of Gli1^+^ MuSCs, equal numbers (5000 cells) of freshly isolated GFP^+^tdT^+^ (Gli1^+^) and GFP^-^tdT^+^ (Gli1^−^) MuSCs as well as equal volume PBS were transplanted into injured TA muscle of TAM-treated Gli1-CreERT2; R26-DTA mice, in which endogenous Gli1^+^ cells were depleted by DTA (Fig. 5e). Regeneration of TA muscle was evaluated 5, 7 and 14 dpi by laminin staining. Mice transplanted with GFP^+^tdT^+^ (Gli1^+^) MuSCs displayed better regeneration, as indicated by higher cross-sectional area of myofibers than that of mice transplanted with GFP^-^tdT^+^ (Gli1^−^) MuSCs (Fig. 5f, Supplementary Fig. 8g), suggesting that Gli1^+^ MuSCs have greater regenerative ability than Gli1^−^ MuSCs. Given that a substantial generation of newly formed muscle fibers occurs around 5 days post transplantation, we collected TA samples at this time point (5 and 7 dpi) and performed eMHC and Pax7 staining on frozen sections. These results demonstrated a higher number of eMHC^+^tdT^+^ muscle fibers and Pax7^+^tdT^+^ MuSCs in the TA transplanted with Gli1^+^ MuSCs (Fig. 5g, h), providing further evidence of the efficient promotion of skeletal muscle regeneration by Gli1^+^ MuSCs in vivo.

The limitation of using Gli1-DTA mice is the elimination of all Gli1-expressing cells, including MuSCs, FAPs, and other cell types. To specifically investigate the role of Gli1^+^ MuSCs in muscle regeneration while excluding the influence of other Gli1^+^ cells (Gli1^+^ other cells, Gli1^+^ non-MuSCs), we utilized Gli1-CreERT2; R26-tdT mice and Gli1-CreERT2; R26-eGFP; Pax7-DreERT2; R26-RSR-tdT mice as donors. We then sorted tdT^+^ (Gli1^+^) MuSCs from Gli1-CreERT2; R26-tdT mice and GFP^+^tdT^−^ (Gli1^+^) other cells (Gli1^+^ non-MuSCs) from Gli1-CreERT2; R26-eGFP; Pax7-DreERT2; R26-RSR-tdT mice, with a ratio of approximately 1:4 between Gli1^+^ MuSCs and Gli1^+^ other cells. Subsequently, we transplanted these cells into Gli1-CreERT2; R26-DTA recipient mice in a 1:4 ratio of Gli1^+^ MuSCs to Gli1^+^ other cells, resulting in four experimental groups: PBS group (20 μL), Gli1^+^ other cells group (20 μL, 4 ×10^4^ cells), Gli1^+^ MuSCs group (20 μL, 1 × 10^4^ cells), and Gli1^+^ cells group (20 μL, comprising 1 × 10^4^ Gli1^+^ MuSCs and 4 × 10^4^ Gli1^+^ other cells) (Fig. 5i). TA muscles were collected at 14 dpi and cryosections were stained with laminin. The results revealed that TA transplanted with Gli1^+^ MuSCs alone showed robust muscle, with numerous tdT^+^ muscle fibers present, similar to the level of repair observed in the group of Gli1^+^ MuSCs plus Gli1^+^ other cells (Fig. 5j, k). These experimental findings further supported the crucial role of Gli1^+^ MuSCs in the process of muscle regeneration in vivo.

In the above experiments, Gli1^+^ FAPs were depleted that hindered muscle regeneration. To further examine the contribution of Gli1^+^ MuSCs to skeletal muscle regeneration under normal microenvironment in vivo, we performed cell transplantation experiments in immune deficient NOD-SCID mice. The TA muscles of NOD-SCID mice were irradiated to eliminate the resident MuSCs as described previously^40^. Equal numbers of GFP^+^tdT^+^ (Gli1^+^) and GFP^-^tdT^+^ (Gli1^−^) MuSCs (5,000 cells) as well as equal volume PBS were then transplanted into the TA muscle at 1 day after CTX injection, and the TA muscles were harvested 30 days after transplantation (Fig. 6a). We observed that, compared to PBS and GFP^-^tdT^+^(Gli1^−^) MuSCs, GFP^+^tdT^+^ (Gli1^+^) MuSCs extensively participated in the regeneration of the injured TA muscles (Fig. 6b). More pronounced size and weight increases were observed in the muscles of mice transplanted with GFP^+^tdT^+^ (Gli1^+^) MuSCs than in those of mice transplanted with GFP^-^tdT^+^ (Gli1^−^) MuSCs (Fig. 6b), suggesting that Gli1^+^ MuSCs provide greater support for muscle regeneration. To assess muscle function after transplantation, the recipient mice were subjected to downhill treadmill exercises. Running time and distance to exhaustion were significantly longer in mice transplanted with GFP^+^tdT^+^(Gli1^+^) MuSCs than in mice that received GFP^-^tdT^+^ (Gli1−) MuSCs or PBS transplantation (Fig. 6c). Laminin staining of TA muscle cryosections at 30 dpi in NOD-SCID mice showed that around 482 fibers were contributed by GFP^+^tdT^+^ (Gli1^+^) MuSCs during the regeneration process, whereas GFP^−^tdT^+^ (Gli1^−^) MuSCs contributed to approximately 224 fibers. Consistent with our previous findings, these results demonstrate the enhanced regenerative capacity of Gli1^+^ MuSCs in muscle repair (Fig. 6d, e). Next, Pax7 staining was performed with muscle sections harvested 30 days after transplantation. Immunofluorescence staining for Pax7 showed that nuclear-localized Pax7 expression was observed in the tissue sections of the two groups of recipient mice (Supplementary Fig. 8h). However, we found that there was no significant difference in the number of Pax7-expressing cells, indicating that the two cell populations may have similar self-renewal ability. Although Gli1^+^ MuSCs can contribute more myofibers during regeneration, which indicates stronger proliferation and differentiation abilities, there is no difference in self-renewal ability between Gli1^+^ and Gli1^−^ MuSCs. Taken together, these results provided further evidences that Gli1^+^ MuSCs have greater in vivo muscle regenerative capacity than Gli1^−^ MuSCs.

**Fig. 6:**
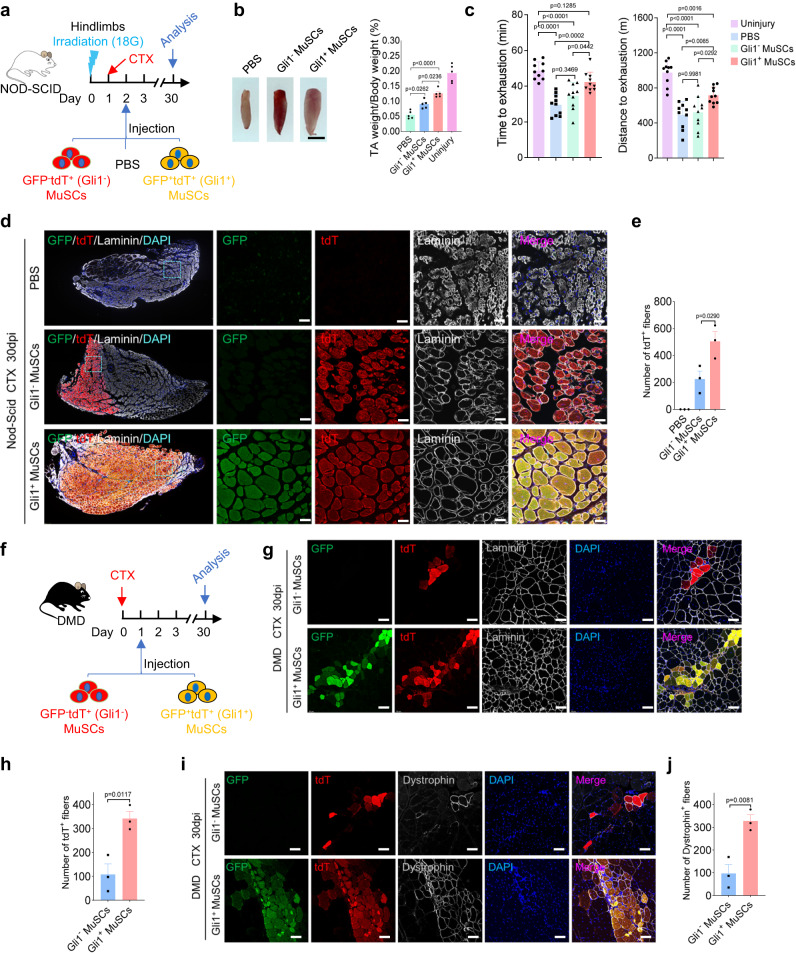
Gli1^+^ MuSCs have higher ability to support muscle regeneration. **a** Scheme of the experimental strategy. Equal numbers (5000 cells) of freshly isolated GFP^+^tdT^+^ (Gli1^+^) MuSCs and GFP^-^tdT^+^ (Gli1^−^) MuSCs from Gli1-CreERT2; R26-eGFP; Pax7-DreERT2; R26-tdT mice, along with the same volumes of PBS were transplanted into pre-injured TA muscle of the NOD-SCID mice. **b** Left panel: Representative photographs of the TA muscles from NOD-SCID mice (*n* = 5). Scale bars, 2 mm. Right panel: Statistical analysis of TA muscle weight to body weight (*n* = 5). PBS injection served as control. **c** Time (Left panel) and distance (Right panel) of exhaustion in a downhill treadmill running exercise were measured in mice that received transplanted GFP^+^tdT^+^ (Gli1^+^) or GFP^−^tdT^+^ (Gli1^−^) MuSCs (*n* = 10). **d** Immunofluorescence staining for tdT (red), GFP (green), Laminin (gray) and DAPI (blue) on NOD-SCID mice TA muscle sections (*n* = 3). The boxed regions are magnified in the panels on the right with split channels. Scale bars, 50 µm. **e** Quantification analysis of the number of tdT^+^ fiber in the recipient NOD-SCID mice (*n* = 3). **f** Scheme of the experimental strategy. Equal numbers (5000 cells) of freshly isolated GFP^+^tdT^+^ (Gli1^+^) MuSCs and GFP^-^tdT^+^ (Gli1^−^) MuSCs from Gli1-CreERT2; R26-eGFP; Pax7-DreERT2; R26-tdT mice were transplanted into CTX-injured TA muscle of the DMD mice. **g** Immunofluorescence staining for tdT (red), GFP (green), Laminin (gray) and DAPI (blue) on TA muscle sections (*n* = 3). Scale bars, 50 µm. **h** Quantification analysis of the number of tdT^+^ fiber in the recipient DMD mice (*n* = 3). **i** Immunofluorescence staining for tdT (red), GFP (green), Dystrophin (gray) and DAPI (blue) on TA muscle sections (*n* = 3). Scale bars, 50 µm. **j** Quantification analysis of the number of Dystrophin^+^ fiber in the recipient DMD mice (*n* = 3). Data are presented as mean ± SEM; Statistical significance was determined by one-way ANOVA (**b**, **c**, **e**) or two-tailed unpaired Student’s *t* test (**h**, **j**). All numbers (*n*) are biologically independent experiments. Source data are provided in the Source Data File.

We next used Duchenne muscular dystrophy (DMD) mice, which lacks the expression of Dystrophin gene, as transplant recipients. 5000 GFP^+^tdT^+^ (Gli1^+^) or GFP^−^tdT^+^ (Gli1^−^) MuSCs^+^ were then transplanted into the TA muscle after CTX injection, respectively (Fig. 6f). The TA muscles were harvested 30 days after transplantation, and the expression of Laminin and Dystrophin were examined by immunofluorescence staining. Laminin staining of TA muscle cryosections at 30 dpi in DMD mice showed that around 341 fibers were contributed by GFP^+^tdT^+^ (Gli1^+^) MuSCs during the regeneration process, whereas GFP^-^tdT^+^ (Gli1^−^) MuSCs contributed to approximately 108 fibers (Fig. 6g, h). Both GFP^+^tdT^+^ (Gli1^+^) and GFP^−^dT^+^ (Gli1^−^) MuSCs formed myofibers expressing Dystrophin (Fig. 6i, j). However, more Dystrophin-expressing myofibers were present in the mice that received Gli1^+^ MuSCs (Fig. 6i, j). Taken together, these results suggested that Gli1^+^ MuSCs have higher ability to support muscle regeneration.

### Gli1^+^ MuSCs are in an alert state

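Among the 9 genes read from the mTOR panel of Fig. 7a, 6 had higher and 3 lower means in Gli1+ MuSCs. *Castor1*, an arginine sensor upstream of mTORC1, was at 10.1 ± 2.80 CPM (SD, n = 4) in Gli1+ MuSCs. The 3 Gli1- libraries together held 2 reads of it, a ratio of 245 with a 95% counting interval of 67.5 to 2030. This interval covers counting error only. With the spread between libraries, the log2 fold change of *Castor1* was 7.54 (standard error 3.75). *Fzd3*, a Wnt receptor, was at 10.1 ± 7.00 CPM (SD, n = 4) in Gli1+ MuSCs with no read in any Gli1- library. *Lpin1*, a phosphatidate phosphatase regulated by mTORC1, was at 29.1 ± 18.3 CPM (SD, n = 4) and 2.92 ± 5.06 CPM (SD, n = 3). *Slc3a2*, a subunit of a leucine transporter, had a lower mean in Gli1+ MuSCs, at 189 ± 82.9 CPM (SD, n = 4) against 315 ± 66.1 CPM (SD, n = 3).
Of these 9 genes, 1 was higher at an unadjusted p under 0.05 (*Fzd3*) and 0 passed an adjusted p under 0.05 by edgeR's quasi-likelihood test, while DESeq2 called *Castor1*. The study chose them from these libraries, so their tally is not independent evidence of a direction. In a list of mTOR pathway components fixed without these data, 53 of the 84 tested genes had a log2 fold change above 0 and 31 below, and 0 were called over all genes or adjusted over the list alone. *Akt1s1*, which encodes the mTORC1 inhibitor PRAS40, had the lowest p in the list after *Fzd3* (log2 fold change -1.36, standard error 0.62, adjusted p = 1.00 from edgeR with Benjamini-Hochberg adjustment). The median of the list was 0.25 and camera gave an adjusted p of 0.996 with the direction lower. Of 38 tested transcriptional targets of mTORC1, 26 were above 0 and 12 below (adjusted p = 0.933 by camera), with *Scd2*, a fatty acid desaturase, at a log2 fold change of 1.01 (standard error 0.44).
Genes of energy metabolism were measured in the same libraries. Of 75 nuclear genes of oxidative phosphorylation 50 were above 0 and 25 below (adjusted p = 0.996 by camera), and of 29 genes of mitochondrial biogenesis 18 were above 0 and 11 below (adjusted p = 0.996 by camera). Of the 13 protein genes of mitochondrial DNA, 2 were above 0 and 11 below, and the list stood lower than other genes (adjusted p = 0.0443 by camera, and 0.998 with an estimated correlation), as *mt-Co2* at 4327 ± 1311 CPM (SD, n = 4) and 4835 ± 1184 CPM (SD, n = 3). The sums of this list were 41891 to 55203 CPM in Gli1- replicate 1 and Gli1+ replicates 1 and 2, and 55419 to 85003 CPM in the other 4 libraries, which lay apart from those 3 on the first principal component. None of the 4 lists other than the mTOR list had a gene called, over all genes or adjusted over the list alone.
The mTOR list turned to higher, still uncalled, without Gli1- replicate 3 (adjusted p = 0.848) and without Gli1+ replicate 4 (adjusted p = 0.943). The mitochondrial list lost its call without Gli1- replicate 2 (adjusted p = 0.737, direction higher), without Gli1- replicate 3 (0.193) without Gli1+ replicates 1 (0.513) and 2 (0.0820), without a filter (0.0716) and, in fits chosen after seeing the data, with the split into those 3 and 4 libraries as a block (0.409), with at least 5 reads in all 7 libraries (0.522) and with both (0.848), and had an adjusted p of 0.000115 without Gli1- replicate 1.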

In Gli1^+^ MuSCs, genes related to mTOR signaling were upregulated (Figs. 3f, 7a and Supplementary Fig. 9a). The activation of mTOR signaling in Gli1^+^ MuSCs was further confirmed by measuring the level of phosphorylated S6 ribosomal protein (p-S6), a readout of mTOR signaling^41^. The level of p-S6 was higher in tdT^+^ (Gli1^+^) MuSCs compared to that in tdT^−^ (Gli1^−^) MuSCs (Fig. 7b, c). To further determine the activation of the mTOR signaling pathway in Gli1^+^ MuSCs, we utilized Gli1-CreERT2; R26-tdT mice and isolated their muscle fibers. Immediately after separation, the muscle fibers were fixed with 4% PFA for immunofluorescence staining of p-S6 protein. The results revealed that only Gli1^+^ MuSCs expressed p-S6 (Supplementary Fig. 9b). Additionally, global protein synthesis rate was measured based on puromycin incorporation and examined using Western blotting. The results indicated that compared to Gli1^−^ MuSCs, Gli1^+^ MuSCs exhibited higher protein synthesis levels (Supplementary Fig. 9c), further supporting the notion that Gli1^+^ MuSCs display elevated mTOR signaling. It has been reported previously that the up-regulation of mTOR signaling is necessary and sufficient for the alert response of MuSCs to speed damage responses. The “alerting” MuSCs stay in G_Alert_ status display elevated mTOR signaling level^5–7^. We further examined whether Gli1^+^ MuSCs have the characteristics of G_Alert_ cells. The cell size of tdT^+^ (Gli1^+^) MuSCs was larger than that of tdT^−^ (Gli1^−^) MuSCs even in the uninjured muscle (Fig. 7d). In addition, tdT^+^ (Gli1^+^) MuSCs had greater mitochondrial mass than tdT^−^ (Gli1^−)^ MuSCs (Fig. 7e). Together, Gli1^+^ MuSCs display the similar cell morphology as G_Alert_ cells. We next investigated whether Gli1^+^ MuSCs enter the cell cycle earlier than Gli1^−^ MuSCs after activation in vitro. MuSCs were isolated from Gli1-CreERT2; R26-tdT mice and cultured as described previously^40^. The time for tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs to enter the first cell cycle was assayed by live-cell imaging. The Gli1^+^ MuSCs underwent the first cell division after seeding earlier than Gli1^−^ MuSCs (Fig. 7f). In agreement with this finding, EdU was incorporated into more tdT^+^ (Gli1^+^) MuSCs than tdT^−^ (Gli1^−^) MuSCs within the first 40 h after isolation from TA muscles (Fig. 7g). Hence, these findings demonstrated that Gli1^+^ MuSCs mimic G_Alert_ cells and are prone to be activated even in uninjured muscles.

**Fig. 7:**
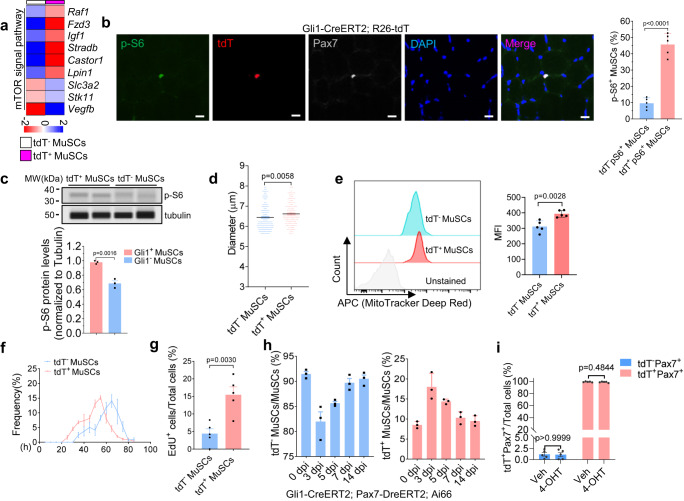
Gli1^+^ MuSCs are in an alert state. **a** Heatmap of the representative genes in the GO term “mTOR signaling pathway” of tdT^+^ (Gli1^+^) or tdT^−^ (Gli1^−^) MuSCs. **b** Left panel: Immunofluorescence staining of p-S6 (green), tdT (red), Pax7 (gray) and DAPI (blue) in Gli1-CreERT2; R26-tdT mice TA muscle sections (*n* = 5). Scale bars, 10 µm. Right panel: Quantification of the percentage of tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs expressing p-S6 (*n* = 5). **c** Western blot for p-S6 and Tubulin (loading control) from tdT^+^(Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs using a capillary-based western blot automated system. Bar graph indicated the p-S6 protein levels normalized to Tubulin (*n* = 3). **d** The diameters of MuSCs were measured using Coulter Multisizer 4e (*n* = 1000 cells from 3 mice per group). **e** Left panel: Representative plots of tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs stained with MitoTracker Deep Red (MTDR) (*n* = 5). Right panel: Quantifications of the MFI (Mean fluorescence intensity) of tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs (*n* = 5). **f** Time to the first division in tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs was measured by time-lapse microscopy (*n* = 60 cells from 3 mice per group). **g** Quantification of the percentage of tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs with incorporated EdU. Equal numbers of FACS-sorted tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs were cultured and labeled with EdU for 40 h (*n* = 5). **h** Quantification of the percentage of tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs from Gli1-CreERT2; Pax7-DreERT2; Ai66 mice at different time points after CTX injury (*n* = 3). dpi, days post injury. **i** Equal numbers of FACS-sorted tdT^+^ (Gli1^+^) or tdT^−^ (Gli1^−^) MuSCs were cultured with 0.1 µM 4-Hydroxytamoxifen (4-OHT) or the same amount of ethanol for 4 passages. The proportion of tdT^+^ (Gli1^+^) MuSCs was counted (n = 5). Data are presented as mean ± SEM; Statistical significance was determined by two-tailed unpaired Student’s *t* test (**b**, **c**, **d**, **e**, **g**, **i**). All numbers (*n*) are biologically independent experiments. Source data are provided in the Source Data File.

We then further characterized the dynamic changes in Gli1^+^ MuSCs during muscle regeneration. The numbers of Gli1^+^ and Gli1− MuSCs during muscle regeneration were surveyed using Gli1-CreERT2; R26-tdT or Gli1-CreERT2; Pax7-DreERT2; Ai66 mice, in which Gli1^+^ MuSCs were labeled by tdT; while Gli1− MuSCs were non-fluorescent. The percentage of tdT^+^(Gli1^+^) MuSCs was quantified by FACS from muscles at 0, 3, 5, 7 and 14 dpi. We found that the percentage of tdT^+^(Gli1^+^) MuSCs peaked at day 3 after CTX-induced muscle injury and returned approximately to the baseline level after 7 dpi (Fig. 7h, Supplementary Fig. 9d-f, Supplementary Table 1), suggesting that Gli1^+^ MuSCs undergo rapid expansion in the early stage of muscle regeneration in vivo and may represent the cell population to be activated earlier.

The above results suggested that Gli1 marks a unique MuSC population (Figs. 1 and 2). To further distinguish whether the Gli1^+^ MuSCs are a distinct cell population or an intermediate cell status, we further examined whether the more dormant Gli1^−^ MuSCs can convert to Gli1^+^ MuSCs. tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) primary MuSCs isolated from Gli1-CreERT2; R26-tdT mice were seeded in plates. 4-Hydroxytamoxifen (4-OHT) or the same amount of ethanol which is the solvent of 4-OHT was added to induce the Cre driven by Gli1. If Gli1^+^ MuSCs were not a distinct cell population and were an intermediate cell status, the Gli1^−^ MuSCs will gradually turn to tdT^+^ cells. After 4 passages, the Gli1− MuSCs remain to be tdT^−^ (Fig. 7i). Next, we performed transplantation experiments on NOD-SCID mice. TAM was injected intraperitoneally on the second day after tdT^−^ (Gli1^−^) MuSCs transplanting (Supplementary Fig. 10a). After TAM treatment, we did not observe tdT+ fibers or cells in the receipient mice, indicating that tdT^−^ (Gli1^−^) MuSCs do not convert to tdT^+^ (Gli1^+^) MuSCs in vivo (Supplementary Fig. 10b). These results suggested that Gli1^+^ MuSCs represent a distinct population which is not converted from Gli1^−^ MuSCs.

The above results suggested that Gli1^+^ MuSCs are ready to be activated even in uninjured muscle, mimicking the G_Alert_ MuSCs which are reported to present in the muscle located at the counter side of the local muscle injury^5–7^. Next, we investigated whether Gli1^+^ MuSCs contribute to G_Alert_ MuSCs at the counter side muscle after injury. Muscle injury was induced by CTX at the right TA in Gli1-CreERT2; R26-tdT mice. The percentage of tdT^+^ (Gli1^+^) MuSCs in the TA located at the contralateral leg (left TA) of the injured leg (contralateral MuSCs, CSC) was measured by tdT FACS analysis at day 1 after injury (Fig. 8a, b). tdT^+^ (Gli1^+^) MuSCs display rapid cell-cycle entry, increased proliferation and elevated mTOR signaling in the contralateral TA muscle (Supplementary Fig. 10c-h). In addition, the CSC percentage was compared with the percentage of MuSCs in TA muscle from uninjured mice. As expected, and consistent with the previous reports, the number of MuSCs increased significantly in the contralateral TA muscle of the injured mice compared to that in the uninjured mice (Fig. 8c, Supplementary Fig. 10i). Gli1^+^ MuSCs accounted for over 24% of the MuSCs in the contralateral side of the injured leg. In sharp contrast, only about 13.6% of MuSCs were Gli1^+^ in the uninjured mice (Supplementary Fig. 10j). Strikingly, the over 50% of the newly generated MuSCs induced by the injury at the contralateral leg was Gli1^+^ MuSCs (Fig. 8d). These results suggested that Gli1^+^ MuSCs are sensitive to activation cues and function as rapid responding cells after injury to make major contribution to muscle regeneration.

**Fig. 8:**
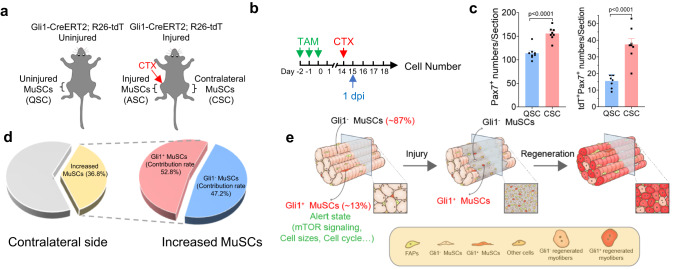
Gli1^+^ MuSCs are sensitive to activation cues after injury. **a** Scheme of the location of QSCs, CSCs and ASCs in relation to muscle injury. QSCs, quiescent MuSCs. CSCs, contralateral MuSCs. ASCs, activated MuSCs. **b** Scheme of the experimental strategy. **c** Statistical analysis of the number of total MuSCs or tdT^+^ (Gli1^+^) MuSCs per section in TA muscle of uninjured mice and the contralateral TA muscle of injured mice (*n* = 8). **d** Left panel: Quantification of the percentage of CSCs from the contralateral TA muscle of injured Gli1-CreERT2; R26-tdT mice at 1 dpi. The yellow histogram represented the percentage of increased MuSCs from the contralateral TA muscle compared with uninjured mice (*n* = 8). Right panel: Quantification of the percentage of tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) CSCs in increased MuSCs from the contralateral TA muscle. The blue histogram represented the percentage of increased tdT^−^ (Gli1^−^) CSCs. The red histogram represented the percentage of increased tdT^+^ (Gli1^+^) CSCs. dpi, day post injury. **e** Schematic overview of the participation of Gli1^+^ MuSCs in muscle regeneration. Gli1 marks a distinct population of MuSCs, which serves as sentinel cells to enable rapid response after injury and speed muscle regeneration. Data are presented as mean ± SEM; Statistical significance was determined by two-tailed unpaired Student’s *t* test (**c**). All numbers (*n*) are biologically independent experiments. Source data are provided in the Source Data File.

## Discussion

Considerable heterogeneity exists within the MuSC population. The identification and characterization of MuSC subset with specific functions would bring important insights into the mechanism that regulates muscle regeneration. Here, we identified a Gli1^+^ MuSC population by scRNA-seq and genetic lineage tracing, and discovered that Gli1^+^ MuSCs contribute directly to muscle injury repair. Selective Gli1^+^ cell ablation in muscle coupled with MuSC transplantation showed that Gli1^+^ MuSCs have superior regenerative ability than Gli1^−^ MuSCs. Further investigation showed that Gli1^+^ MuSCs stay in an “alert” state in uninjured muscle, and display rapid response to activation cues. These primed cells are a distinct population of MuSCs which serves as sentinel cells to enable rapid response after injury and speed muscle regeneration (Fig. 8e).

Substantial evidences have shown that both quiescent and active stem cell subpopulations coexist in tissues with rapid cell turnover, such as hematopoietic system, intestine, and hair follicles^1,2,42^. In these tissues, the coexistence of quiescent and active stem cells enables them to respond more swiftly to injury and other external stimuli to accelerate damage repair and maintain the stem cell pool at the same time^43,44^. Nevertheless, it has been generally considered that all stem cells remain quiescence in tissues with slow cell turnover rate. However, with the development of new techniques, many minor cell subpopulations have been identified and the small number of less quiescent stem cells in the tissues with slow turnover rate start being discovered. For example, a recent study reported the presence of stem cells in the state of shallow quiescence in the brain, indicating that deep quiescent and shallow quiescent (prone to be activated) stem cells may also coexist in the tissues with slow cell turnover rate^3,4^. Indeed, two muscle stem cell stages in the homeostatic skeletal muscle have been reported. The deep quiescent “genuine” muscle stem cell marked by CD34^High^ and the more active “primed” MuSCs converted from CD34^Low^ MuSCs by FoxO inactivation have been identified in uninjured muscle^23^. These findings revealed that the conversion from the deep quiescent status to the primed status occurs in homeostatic skeletal muscle. Here, we found another population of “prone-to-active” MuSCs in the homeostatic skeletal muscle marked by Gli1. In contrast to the primed CD34^Low^ MuSCs, Gli1^+^ MuSCs are not converted from the more quiescent Gli1^−^ MuSCs. They stably present in the homeostatic skeletal muscle to serve as sentinels and contribute to the first wave of cells being activated by injury.

G_Alert_, first reported in MuSCs stimulated by injury at the contralateral leg, is an intermediate cell-cycle stage between G_0_ and G_1_^5^. The transition from a deep quiescent state (G_0_) to a “primed” quiescent state (G_Alert_) during injury and stress enables stem cells to proliferate and differentiate more rapidly upon stimulation^6^. However, it remains unclear whether there is a subset of MuSCs that stay in the G_Alert_ state under homeostatic conditions. Recently, it was reported that depletion of Gli3 in MuSCs increased the expression of *Gli1*, *Ptch1* and other Gli target genes, induced mTOR signaling activation, and facilitated the entry of MuSCs into the G_Alert_ state^24^. Though the majority of MuSCs in uninjured mice are not expressing Gli1, we identified a small population of MuSCs expressing Gli1 naturally present in uninjured muscle. These cells showed the features of G_Alert_, consistent with the observations in Gli3 KO MuSCs. In our experiments, we observed that Gli1 is predominantly expressed in freshly isolated Gli1^+^ MuSCs. 

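*Gli1* had 543, 421, 80 and 182 reads in Gli1+ replicates 1 to 4 and 214, 0 and 0 reads in Gli1- replicates 1 to 3. The Gli1- library with reads, at 11.6 CPM, lay above Gli1+ replicate 3, at 7.28 CPM. Without Gli1- replicate 1 the adjusted p of *Gli1* was 0.181 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the lowest over the 16 alternative settings with a gene-level fit. The 0 reads in Gli1- replicates 2 and 3 fall in the libraries with the fewest detected genes.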

The expression of Gli3 was barely detected in Gli1^+^ MuSCs, while its expression in Gli1^−^ MuSCs was relatively high. 

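*Gli3* had 136, 0 and 308 reads in Gli1- replicates 1 to 3, a mean of 8.98 ± 9.89 CPM (SD, n = 3), and 0, 74, 140 and 0 reads in Gli1+ replicates 1 to 4. Its log2 fold change in Gli1+ against Gli1- MuSCs was -0.99 (standard error 3.14, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so a difference was not detectable at this spread. The exons of *Gli3* overlap those of a transcript on the other strand over 188 bases.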

All these results seem to suggest that Gli1^+^ MuSCs exhibit function and physiological properties, which is related to Gli3 low expression in uninjured muscle. These results indicated that in the uninjured muscle, there are a subset of MuSCs in a “shallower” quiescence status. These cells may serve as sentinels staying in alert to increase the sensitivity to injury and stress cues and participate regeneration immediately after injury. The existence of Gli1^+^ MuSCs speeds up the post injury response and ensure quick regeneration. They could be the cells frequently used to repair relatively minor injuries. It has been suspected that probably less than 15% of MuSCs contribute to the majority of the regeneration task^13^. Gli1^+^ MuSCs account for about 13% of MuSCs, while they contribute to over 50% of G_Alert_ cells. These cells have stronger proliferation and differentiation ability and support muscle regeneration better than the Gli1^−^ MuSCs. Gli1^+^ MuSCs may be one of the major contributors for muscle regeneration. The Gli1^−^ MuSCs in deep quiescence may contribute more for the maintenance of stem cell pool. In the condition of severe injury, not only Gli1^+^ MuSCs, but also the reserved Gli1^−^ MuSCs contribute to muscle regeneration.

In conclusion, this study provides new insights into the homeostasis mechanism of the heterogeneous MuSC population. Our findings help us gain new insights on the dynamics of MuSC activation for tissue homeostasis maintenance. In the future, the matters of great interest will be identifying the important surface markers of Gli1^+^ MuSCs for better characterization of this important subset and studying its potential roles in human muscle regeneration. In addition, characterization of the cellular and molecular mechanisms of Gli1^+^ MuSCs in skeletal muscle regeneration will be interesting to allow us understanding better on the physiology of MuSC homeostasis and activation in muscle tissues.

## Methods

### Animals

Mice were housed and maintained in accordance with the guidelines of the Institutional Animal Care and Use Committee of the State Key Laboratory of Cell Biology, Shanghai Institute of Biochemistry and Cell Biology, Center for Excellence in Molecular Cell Science, University of Chinese Academy of Sciences, Chinese Academy of Sciences. Gli1^tm2Alj^/J (Gli1-LacZ), Gli1^tm3(cre/ERT2)Alj^/J (Gli1-CreERT2), B6.129P2-Gt(ROSA)26Sor^tm1(DTA)Lky/^J (R26-DTA), Gt(ROSA)26Sor^tm1(rtTA,EGFP)Nagy^ (R26-eGFP) and B6.Cg-Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze/^J (R26-LSL-tdT) mice were purchased from Jackson Laboratory. C57BL/6, NOD/ShiLtJGpt-Prkdc^em26Cd52^/Gpt (NOD-Scid) and B6/JGpt-Dmd^em1Cd647^/Gpt (DMD-KO) mice were purchased from GemPharmatech. R26-RSR-tdT and R26-RSR-LSL-tdT (Ai66) mice were a gift from Dr. Bin Zhou. For Pax7-DreERT2, the cDNA encoding DreERT2 recombinase was inserted into the translation stop codon of the Pax7 gene. A P2A peptide sequence was used to link Pax7 coding region and DreERT2 cDNA, ensuring both transcriptions. The Pax7-DreERT2 line was generated by GemPharmatech. Gli1-CreERT2 and R26-LSL-tdT were crossed to generate Gli1-CreERT2; R26-tdT. Pax7-DreERT2 and R26-RSR-tdT were crossed to generate Pax7-DreERT2; R26-RSR-tdT. Gli1-CreERT2, Pax7-DreERT2 and Ai66 were crossed to generate Gli1-CreERT2; Ai66, Pax7-DreERT2; Ai66, Gli1-CreERT2; Pax7-DreERT2; Ai66. Gli1-CreERT2 and R26-DTA were crossed to generate Gli1-CreERT2; R26-DTA. Gli1-CreERT2; R26-eGFP/eGFP and Pax7-DreERT2; R26-RSR-tdT/tdT were crossed to generate Gli1-CreERT2; R26-eGFP; Pax7-DreERT2; R26-RSR-tdT. All mice were kept in group housing (2–5 mice/cage) in a specific pathogen-free (SPF) facility with controlled environmental conditions of temperature (20–25 °C), humidity (40–70%) and lighting (a 12 h light/dark cycle). All mice used for experiments were adults, between 8–12 weeks of age. The control and experimental mice used are littermates in all experiments. All mice used for experiments were kept at C57BL6/129 mixed background. Male and female mice were used in this study.

### Animal procedures

For lineage-tracing experiments, 8-week-old Gli1-CreERT2; R26-tdT, Pax7-DreERT2; R26-RSR-tdT, Gli1-CreERT2; Ai66, Pax7-DreERT2; Ai66, Gli1-CreERT2; Pax7-DreERT2; Ai66, Gli1-CreERT2; R26-DTA and Gli1-CreERT2; R26-eGFP; Pax7-DreERT2; R26-RSR-tdT mice were injected intraperitoneally with 200 μg per gram body weight of 20 mg/ml Tamoxifen (TAM, dissolved in corn oil) daily for 3 consecutive days. Mice with intraperitoneal injection of corn oil were considered as vehicle control. Muscle injury studies were initiated in these animals following an over 2 weeks’ washout period for TAM.

For muscle injury modeling, the tibialis anterior (TA) muscle was injected with cardiotoxin (CTX) (Sigma-Aldrich). Briefly, 50 µl of 10 µM CTX was injected at five injections site of TA muscles using 28 g needles. TA muscles were collected and analyzed at day 0, day 3, day 5, day 7 and day 14 after CTX injection.

For transplantation experiments, Gli1^+^ MuSCs (tdT^+^GFP^+^) or Gli1^−^ MuSCs (tdT^+^GFP^-^) were FACS isolated from Gli1-CreERT2; R26-eGFP; Pax7-DreERT2; R26-RSR-tdT mice at 3 days after TAM injection. Sorted MuSCs were injected into the TA muscle of Gli1-CreERT2; R26-DTA, DMD-KO or NOD-SCID mice.

### FACS and isolation of MuSCs

For isolation of MuSCs by FACS, after mice were euthanized, the hindlimb skeletal muscles were removed, chopped finely, and digested using 700 U/ml Collagenase type 2 (Worthington) in Wash medium (Ham’s F-10 supplemented with 1% penicillin–streptomycin and 10% horse serum) for 60 min in shaking water bath at 37 °C. The digested muscle was washed twice with Wash medium and centrifuged at 500 × *g* at 4 °C for 5 min. A second digestion was performed with 1000 U/ml Collagenase type II and 1.1 U/ml Dispase II in Wash medium for 30 min in shaking water bath at 37 °C. The twice-digested tissue was passed through a 20-gauge needle three times, then passed through a 70 μm filter and a 40 μm filter. The mononuclear muscle cells were stained using the following antibodies: FITC anti-mouse CD31, FITC anti-mouse CD45, FITC anti-mouse Sca1, APC anti-mouse CD106/VCAM1. Cells were incubated with primary antibodies for 60 min on ice, washed with cold Wash medium. DAPI were used for viable cell gating. FACS was performed using FACS Aria III (BD Biosciences) by gating for CD45^−^CD31^−^Sca1^−^VCAM1^+^ to isolate MuSCs.

For measurement cell size, tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) QSC, CSC, ASC were sorted based on CD45^−^CD31^−^Sca1^−^VCAM1^+^tdT^+^ or CD45^−^CD31^−^Sca1^−^VCAM1^+^tdT^−^. The cell size of tdT^+^ (Gli1^+^) and tdT^−^ (Gli1−) QSC, CSC, ASC was measured by Coulter Multisizer 4e (Beckman).

For MitoTracker staining, the mononuclear muscle cells were washed and stained with the antibodies (FITC anti-mouse CD31, FITC anti-mouse CD45, FITC anti-mouse Sca1, PE/cy7 anti-mouse CD106/VCAM1) for gating the MuSC population. Then, about 40 nM MitoTracker Deep Red (Yeasen) were added to the mononuclear muscle cells and incubated for 30 min at 37 °C. The mitochondrial mass of tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs was measured by FACS.

For puromycin incorporation assays, freshly isolated tdT^+^ (Gli1^+^) and tdT^−^ (Gli1^−^) MuSCs were treated with puromycin (10 μg/mL) for 15 min, lysed and processed for immuno-blotting.

### MuSC culture

FACS isolated MuSCs were either fixed in suspension immediately in 4% paraformaldehyde (PFA) for 10 min or maintained in collagen-coated dishes with Ham’s F-10 supplemented with 20% FBS, 2.5 ng/ml bFGF and 1% Penicillin-Streptomycin, 50% T-cell conditional medium. Proliferating MuSCs were labeled by 5-Ethynyl-2′-Deoxyuridine (EdU) (5 ng/µl) for 12 h or 40 h at the end of the culture, and detected with the Click-iT EdU imaging kit (Invitrogen). Myogenic differentiation was induced with DMEM and 2% horse serum for 2 days. Fusion index was calculated as the number of nuclei in myotubes divided by the total number of nuclei counted.

### Single myofiber isolation and culture

Single myofibers were isolated from the extensor digitorum longus (EDL) muscle of 8-week-old mice following dissociation with collagenase I solution (0.2%) for 1.5 h at 37 °C. Dissociated single myofibers were manually collected and purified under a dissection microscope, then either fixed in suspension immediately in 4% PFA for 15 min, or maintained in suspension culture for 24, 48 and 72 h with plating media composed of Ham’s F-10 supplemented with 1% Penicillin-Streptomycin, 20% FBS, 2.5 ng/ml bFGF and 1% Chicken Embryo Extract (CEE).

### Muscle X-Gal staining

For X-Gal staining, adult TA muscles were isolated and immediately frozen in OCT by liquid nitrogen. 10 µm sections were fixed for 15 min at 4 °C in LacZ fixative (100 mM MgCl_2_, 0.2% glutaraldehyde, 5 mM ethylene glycol tetra-acetic acid in PBS). Fixed sections were rinsed in wash solution (0.1 M PBS containing 2 mM MgCl_2_, 0.02% NP-40, 0.01% Na-deoxycholate, pH 7.4) three times and incubated in pre-warmed, filtered X-Gal staining solution (wash solution supplemented with 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_, and 1 mg/ml X-Gal) overnight in the dark at 37 °C. Prior to histological examination, some slides were counterstained with nuclear fast red staining solution following standard protocols.

### Immunofluorescence staining and imaging

Freshly isolated TA muscles were fixed in 4% PFA at 4 °C for 60 min. After fixation, tissues were washed in PBS three times, dehydrated in 30% sucrose overnight at 4 °C, embedded in OCT and flash frozen with liquid nitrogen. 10 µm sections were collected on glass slides and stored at −20 °C. For immunofluorescence staining, slides were put in a fume hood to air dry, followed by a brief PBS wash to remove OCT. Slides were blocked and permeabilized with 1% BSA and 0.1% Triton X-100 in PBS for 30 min, followed by incubation with primary antibodies overnight at 4 °C in the dark. Primary antibodies used in this study are listed in Supplementary Table 2. On the following day, the slides were washed in PBS for 10 min, 3 times to remove unbound primary antibodies, and then incubated with fluorescence-conjugated secondary antibodies for 60 min at room temperature in the dark. After washing in PBS for 5 min, 3 times to remove secondary antibodies, the sections were stained with DAPI (4′,6-diamidino-2-phenylindole) and mounted with Aqua-Poly/mount (Polysciences). For detection of Pax7 with anti-Pax7 (DSHB), a tyramide staining strategy was used. Cryosections were stained using TSA Kit per manufacturer’s instructions (Akoya). For each experiment, the TA muscles were derived from at least 5 mice. Over 30 serial cryosections were collected, and the slices with maximum cross-sectional area were selected for immunofluorescence staining and quantification. For visualizing myofibers or MuSCs, myofibers or MuSCs were fixed using 4% PFA, blocked and permeabilized using 1% BSA and 0.1% Triton X-100 in PBS, and stained with primary antibodies against tdT, Pax7 or MyHC, then washed and stained with fluorescence-conjugated secondary antibodies. Counterstain of nuclei with DAPI was performed at the end of the staining (Invitrogen). Images were acquired on Olympus fluorescence microscope (BX53) or Leica TCS SP8 confocal microscope. ImageJ software was used to analyze the collected images.

### The CUBIC clearing

The CUBIC was performed as previously reported^45,46^. Briefly, freshly isolated EDL muscles from Gli1-CreERT2; R26-eGFP; Pax7-DreERT2; R26-RSR-tdT mice at 14 days after TAM injection were fixed in 4% PFA at 4 °C for 24 h, followed by wash with PBS. These EDL were immersed into 5 mL of 50% (v/v) CUBIC-L reagent (1: 1 mixture of water: CUBIC-L) for 1 day and further immersed in 5 mL of CUBIC-L reagent for 5 days. Next, these EDL were washed with PBS for 1 day and immersed in 5 mL of CUBIC-R+ reagent for 4 days. EDL fluorescence images were acquired with Leica TCS SP8 confocal microscope.

### RNA extraction and real-time quantitative PCR

Total RNA was extracted from MuSCs using Trizol reagent (Invitrogen). Reverse transcription was performed using HiScript® III RT SuperMix for qPCR with gDNA wiper according to the manufacturers’ instructions (Vazyme). Gene expression was assessed with AceQ Universal SYBR qPCR Master Mix (Vazyme) and analysis was performed using the 2^−ΔΔCt^ method. RT-qPCR were normalized to the housekeeping gene *Gapdh*. A list of primers is available in Supplementary Table 3.

### Western blotting

To detect Gli1, p-S6 and puromycin proteins in small numbers of cells, 20,000 sorted MuSCs Gli1^+^ or Gli1^−^ MuSCs were lysed and diluted to protein concentration of 3 µg/µL using sample preparation kit (ProteinSimple). Cell lysates were examined using automated western blot system, WES System (ProteinSimple) as per manufacturer’s protocol. Data analysis and quantitation of protein levels were performed using Compass Software (ProteinSimple). To detect Gli1, MyHC, MyoD and MyoG proteins in differentiated myotubes, differentiated tdT^−^ and tdT^+^ myotubes were collected, centrifuged, and washed with 1× PBS. Whole myotubes were lysed in RIPA lysis buffer with 1× Protease Inhibitor Cocktail. Protein quantification was conducted using the BCA Protein Assay Kit. Next, Proteins were detected by western blot with the indicated antibodies. Primary antibodies used in this study are listed in Supplementary Table 2.

### RNA-sequencing

Total RNA was extracted from Gli1^+^ or Gli1^−^ MuSCs using Trizol reagent (Invitrogen). Library construction was performed with 1 ng of input total RNA using the VAHTS® Universal V8 RNA-seq Library Prep Kit for Illumina (Vazyme). The libraries were sequenced with a NextSeq 500 (Illumina). RNA-seq reads were mapped to transcripts from Mus_musculus.GRCm38 by STAR (star-2.7)^47^. Data were loaded into R using the tximport library and the gene/count matrix was filtered to retain only genes with five or more mapped reads in two or more samples. Differential expression was assessed using DESeq2. To further compare biological function of both Gli1^+^ and Gli1− MuSCs, Metascape (http://metascape.org/gp/index.html)^48^ were performed.

### Single-cell RNA-sequencing

MuSCs or Gli1^+^ cells were enriched by FACS sorting into wash medium and centrifuged at 500 × *g* at 4 °C for 5 min. Collected cells were resuspended in PBS + 0.5% BSA, then counted by hemocytometer and controlled for quality. If >98% of visible objects were verified to be single cells, the sorted cells passed quality control, and were processed with a Chromium Controller (10 x Genomics), captured and libraried with the Chromium Single Cell 3′ Library Kit v2 (10 x Genomics). cDNA libraries were sequenced on an Illumina Nextseq 500 (Novogene, Tianjin, China) to a minimum depth of 50,000 reads per cell. Aligned reads and gene-barcode matrices were then generated from FASTQ files including Read 1, Read 2 and i7 index using Cell Ranger (v.2.1.1) processing pipeline. Further analysis and visualization were performed with R package Seurat (v.3.1.1)^49,50^. Threshold of unique counts over 3500 or less than 200 was set to exclude cell doublets. Low-quality cells that have >6% mitochondrial counts were excluded. ‘LogNormalize’ method was conducted for normalization for each cell based on the total expression. ‘FindVariableFeatures’ was performed to detect variable genes across the single cells (selection.method = “vst”). The key parameters of ‘FindClusters’ were set with resolution = 0.05. The top markers were used to plot expression heatmap of marker genes. We re-grouped Gli1-expressing cells in Pax7^+^ MuSC populations. Briefly, cells with Gli1 gene expression greater than 0 were filtered out and the gene expression data of these cells were extracted and converted into a data frame format. The Jensen-Shannon distance (JSD) between the expression of each gene and the Gli1 gene expression were calculated. Genes with JSD values more than 0.2 were saved as a CSV file. Clustering was performed with the top 55 genes with the lowest JSD values used as clustering markers.

### Statistics and reproducibility

All data were curated from multiple individual biological samples, and presented as mean ± SEM. For statistical analysis, unpaired two-sided Student’s t-tests were performed for comparing differences between two groups, and One-way ANOVA tests for over two groups, using GraphPad Prism 8.0 software. Statistical significances were accepted when adjusted *p* < 0.05. The “n” in the study represented the number of biological replicates and was indicated in the manuscript. All mice were randomly assigned, and the investigators who analyzed the samples were blinded to the group allocations.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer review file

Reporting Summary

### Source data

Source Data

## Data Availability

The Single-cell RNA-sequencing raw data generated in this study have been deposited in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) database under BioProject accession number PRJNA1028159. The RNA-sequencing raw data generated in this study have been deposited in the NCBI database under accession code GSE239944. The GRCm38 data used in this study are available in the NCBI database under accession code GCF_000001635.20. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

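RNA-seq was analysed for 7 libraries of MuSCs sorted from uninjured Gli1-CreERT2; R26-tdT mice 3 days after TAM, 4 of tdT+ (Gli1+) MuSCs and 3 of tdT- (Gli1-) MuSCs. The groups and replicate numbers were taken from the sample labels, which match the n in the legend of Fig. 3e. The other assays of the paper, its single-cell RNA-seq included, were not analysed here.

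The authors deposited raw counts per gene for each library, and a table of their own comparison with log2 fold changes and p-values. The paper's methods give STAR and GRCm38, tximport, a filter of at least 5 reads in at least 2 samples and DESeq2. The submitters' processing notes name CASAVA and HISAT2 2.0.5 instead. The deposited table of counts was not limited by that filter, since 11134 of its 13280 rows (83.8%) meet it and 445 rows have no read in any library. Of the rows, 13240 are named by a symbol and 40 are not. The 14 columns of normalized values per sample were not used. The log2 fold changes and p-values that the authors deposited were used only for comparison with the values computed here.

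Counts were analysed in R 4.3.3. The test was edgeR 4.0.16's quasi-likelihood test with robust estimation, TMM scaling and the filter of the paper's methods, two-sided, with p adjusted by the Benjamini-Hochberg method over the 11134 genes tested. Genes are also counted at the thresholds of Fig. 3e, an unadjusted p under 0.01 and an absolute log2 fold change of at least 1. The common dispersion was 3.11, a biological coefficient of variation of 1.76. For a gene with no read in a group the fold is given against a floor of 3 reads in each library of that group (the mean of the floors as CPM), and with 1 to 3 reads as a ratio with a 95% counting interval. With 3 libraries against 4, an exact permutation test of a single gene whose two-sided p is the doubled smaller one-sided p cannot go below 2 of the 35 splits of the libraries, which is above 0.05, and no permutation test of a single gene is given. Coordinates, exon overlaps and shared stretches of 31 bases come from a GENCODE annotation of GRCm38 and its transcripts.

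Before the data were examined, the groups, the test, the alternatives, the rule for named genes and 22 gene lists were fixed. The rule names every gene the paper's text names for this experiment, the genes legible in Figs. 3e, 3g and 7a, genes called at an adjusted p under 0.05 whose groups do not overlap, the members of each list with the smallest p, the most abundant markers of each cell type list, and *Actb* and *Gapdh*. It gave 139 tested genes, and *Cyfip2* and *Tmod4* of Fig. 3g did not meet the filter. The lists cover the Hedgehog pathway, MuSC identity and quiescence, immediate early and dissociation stress, myogenic differentiation, mature myofibre, FAP and fibroblast, tenocyte, pericyte and smooth muscle, endothelial, macrophage and immune, Schwann and glial, mTOR pathway components, mTORC1 transcriptional targets, cell cycle S, G2 and M, G1 entry and cell cycle inhibitors, nuclear and mitochondrial DNA oxidative phosphorylation, mitochondrial biogenesis, cytosolic ribosomal proteins, the IGF axis, interferon response, and cytokines, chemokines and receptors. They were tested with camera in limma 3.58.1 (preset correlation 0.01) and adjusted over the 22 lists. The GO enrichment of the paper was made with Metascape, which was not rerun. The values of some single genes are not reported here.

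The alternatives were other scalings, other filters, DESeq2 1.42.0, limma-voom with quality weights, a quasi-likelihood fit without robust estimation, the replicate number as a block, each library left out in turn, camera with an estimated correlation, and fry. For DESeq2 the lists were tested on its Wald statistics. DESeq2 on every gene of the table, a filter of at least 5 reads in all 7 libraries, and a block for a split of the libraries along their first principal component were added after the data were seen, as were fits of *Igfbp5* with the sum of the FAP and fibroblast list as a covariate.

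The tests were checked on simulated counts for this comparison, with 200 genes changed by known folds. With the spread estimated from these libraries (10375 genes tested), edgeR recovered 2.44% of the genes changed 2-fold, 3.64% at 4-fold, 12.8% at 8-fold and 39.1% at 32-fold, with 3 false calls. DESeq2 recovered 4.88%, 12.7%, 27.7% and 41.3%, with 188 false calls, and limma-voom 0%, 1.82%, 6.38% and 10.9%, with 14. With a low dispersion of 0.1 (11128 genes tested), edgeR recovered 14.0%, 98.1%, 100% and 100% at the same folds, with 7 false calls.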

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

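The split counts for genes lower in Gli1+ MuSCs and for genes at an adjusted p under 0.05, the covariate fits of *Igfbp5* and the tests of the pattern in ribosomal and stress genes were chosen only after the results were seen.

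By DESeq2 more genes were higher than lower in Gli1+ MuSCs, 156 against 23 at the thresholds of Fig. 3e, and 64 against 2 at an adjusted p under 0.05. Each library's values were then shuffled 20 times among 50 genes of like abundance. This keeps each library's share of genes without a read and removes each gene's own difference. DESeq2 still gave a median of 210 genes higher (199 to 227) and 17.5 lower (11 to 34), and 45 to 83 genes at an adjusted p under 0.05. At the thresholds of Fig. 3e edgeR gave 15 to 33 genes higher and 2 to 8 lower in the shuffles, above its real counts of 11 and 0. Fewer detected genes in Gli1- replicates 2 and 3 are therefore a candidate explanation for the excess of higher genes. Of the 35 splits of the 7 libraries into 3 and 4, 15 gave at least the 66 genes of the real split at an adjusted p under 0.05 (highest other 914), so chance cannot be excluded. A difference between the populations stays open. The DESeq2 count at an adjusted p under 0.05 was 1678, 87 and 79 without Gli1- replicates 1, 2 and 3, and 36, 15, 21 and 17 without Gli1+ replicates 1 to 4. Of the 87 genes without Gli1- replicate 2, 52 were also called with all 7 libraries, as were 56 of the 79 without Gli1- replicate 3. Each of these 2 fits still holds the other library with few detected genes.

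*Hhip* and *Igfbp5* were the genes with the smallest p, *Hhip* with no read in Gli1- MuSCs and *Igfbp5* with a log2 fold change of 1.97 (standard error 0.36). Loss of transcripts from all 3 Gli1- libraries would have removed other genes of like level. Of the 1965 genes whose Gli1+ mean lay within 1.5 times of that of *Hhip*, 0% lacked reads in all 3 Gli1- libraries. Single Gli1- libraries did lack genes of that level, such as *Mfn2* in replicates 2 and 3, *Ptch1* in replicate 2 and *Smo* in replicate 3. Loss from part of the libraries therefore stays open. This comparison does not bear on *Igfbp5*, which was read in every library. With the sum of the FAP and fibroblast list as a covariate, which would take up a difference brought by connective tissue cells in the Gli1+ sort (cells the Sca1- gate would mostly remove), the log2 fold change of *Igfbp5* was 2.00 (standard error 0.30, adjusted p = 0.433 by edgeR), and with the split of the libraries along their first principal component as a block as well it was 1.72 (standard error 0.42, adjusted p = 1.00). Connective tissue cells stay open as a partial source. By camera the FAP and fibroblast list was higher in Gli1+ MuSCs with the split as a block (adjusted p = 0.0171, and 2.06e-05 with at least 5 reads in all 7 libraries as well). It was also higher without Gli1- replicate 2 (0.000297), although not over all 7 libraries (0.739, and 0.998 with an estimated correlation). Its most abundant members were *Col3a1* at 2137 ± 1374 and 1114 ± 207 CPM and *Gsn* at 2050 ± 709 and 1865 ± 417 CPM (SD, Gli1+ n = 4 and Gli1- n = 3). Of its 25 genes 4 are on another list, 2 were named by the paper and 24 were tested here. From these libraries alone, that these 2 genes differ between the populations stays a hypothesis. By edgeR the adjusted p of *Hhip* was 0.0174 without Gli1- replicate 2 and 1.00 without each of the 4 Gli1+ libraries. That of *Igfbp5* was 1.08e-07 by DESeq2 and, by edgeR, 0.131 without Gli1- replicate 1 and 1.00 without each of the other 6 libraries. The paper also ran RT-qPCR on genes from its sequencing and reports the same expression pattern, which was not analysed here.

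Along the first principal component (33.7% of the variance of 3697 genes), Gli1- replicate 1 and Gli1+ replicates 1 and 2 lay apart from the other 4 libraries, which come from both groups, with sums of 182152 to 207324 CPM in those 3 libraries and 86026 to 118954 CPM in the 4 for the stress genes, 73756 to 95058 and 141734 to 224933 CPM for the ribosomal protein genes, and 41891 to 55203 and 55419 to 85003 CPM for the protein genes of mitochondrial DNA. RNA from other cell types in the 4 libraries would have to pass a gate that removes CD45+, CD31+ and Sca1+ cells. An amount that would lower the stress sums this far would also lower the share of MuSC transcripts. The ratio of the median sums of the MuSC identity and quiescence list was 1.01, which shows no such fall for the list sum. Its members moved in both directions, however. *Pax7* was at 409 to 555 CPM in the 3 libraries and 221.5 to 403 CPM in the 4. *Myf5* was at 309 to 401 and 36.35 to 145 CPM, and *Cd34* at 256 to 303.5 and 357 to 683 CPM, in the same order. The list sum therefore cannot decide on a large share of such RNA. A smaller share of such RNA stays open, since 4 of the 6 cell type lists had higher sums in each of the 4 libraries than in any of the 3 (tenocyte 415 to 1554 against 54.0 to 148 CPM, macrophage and immune 76.6 to 452 against 0.185 to 42.1, endothelial 1066 to 3714 against 759.6 to 937, pericyte and smooth muscle 1369 to 3521 against 858 to 1186), while the FAP and fibroblast and the Schwann and glial sums overlapped (ratios of the medians 2.12 and 1.62). A difference in library size does not separate them, as the library of the 4 had the lower total in 8 of 12 pairs. The number of detected genes does separate them, at 9763 to 10829 in the 3 libraries and 5471 to 9622 in the 4. Its part in the pattern was not tested. The split of the 7 libraries that follows these sets gave 64 genes at an adjusted p under 0.05 by edgeR, against 0 for the real split, but the sets were read from the same values, so this is no separate test, and the origin of the pattern stays open because the sources used here name no batch.

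By edgeR, 15 of the 35 splits gave at least 11 genes higher at the thresholds of Fig. 3e (highest other 385), and 20 called at least 6 gene lists (highest other 12), so chance cannot be excluded for these counts. The splits with many times the 11 genes of the real one point to a structure of the samples. The real split gave 0 genes lower (highest other 176) and 0 genes at an adjusted p under 0.05 (highest other 64), and since all 35 splits reach a count of 0, these counts test nothing.

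A library far from the other 3 of Gli1+ MuSCs was found for 12 of the 139 named genes. The rule marks about 1 gene in 20 by chance only where values spread normally. It marks any gene read in just 1 of the 4 libraries, whatever its level, as for *Vegfb*, *Eno3*, *Ngfr*, *Pvalb* and *S100a8*. No excess over chance can therefore be read from the 12 genes. The values of 11 of these are given. In Gli1+ replicate 3, *Cav2* was at 223 CPM, *Rgs5* at 868 CPM, *Wif1* at 48.7 CPM, *Pvalb* at 33.2 CPM and *Vegfb* at 7.28 CPM, all above the other Gli1+ libraries. In Gli1+ replicate 4, *Ngfr* was at 33.7 CPM and *Eno3* at 14.3 CPM, each with no read in the others, and *Ifih1* was at 13.7 CPM, below the others. In Gli1+ replicate 2, *Igf1* was at 254 CPM, above the others, and *Acvr1* at 8.01 CPM, below them. *S100a8* was at 0.185 CPM in Gli1+ replicate 1 and had no read in the others.

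Outside the genes the paper's figures show, 6 genes passed the thresholds of Fig. 3e in Gli1+ MuSCs. *Lars2* had a mean of 7218 CPM in Gli1+ MuSCs, with 18080 CPM in replicate 1 and 1607 CPM in replicate 3, and 939 CPM in Gli1- MuSCs. *Angptl2* had means of 142.3 and 52.8 CPM. *Stx18* (24.3 CPM), *Pno1* (23.5 CPM), *Dpep1* (22.2 CPM) and *Ecm1* (22.2 CPM) had no read in Gli1- MuSCs.

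Among gene lists outside the paper's themes, 3 stood lower in Gli1+ MuSCs than other genes by camera: cytosolic ribosomal proteins (adjusted p = 1.18e-06), immediate early and dissociation stress (adjusted p = 0.00737) and mitochondrial DNA oxidative phosphorylation (adjusted p = 0.0443). The IGF axis and interferon response lists stood higher (adjusted p = 0.0443 for each). With an estimated correlation the adjusted p was 0.998 for each of the 5. Of 79 ribosomal protein genes 25 had a log2 fold change above 0 and 54 below (median -0.07), and of 26 stress genes 11 and 15 (median -0.09), with 0 genes of either list called over all genes or adjusted over the list alone. The ribosomal call was lost without Gli1- replicate 2 (adjusted p = 0.493) and without Gli1+ replicate 1 (0.240), the stress call without Gli1- replicate 1 (0.279) and Gli1+ replicate 4 (0.0746) and with limma-voom (0.0561), and the mitochondrial DNA call without Gli1- replicates 2 (0.737) and 3 (0.193) and Gli1+ replicates 1 (0.513) and 2 (0.0820) and without a filter (0.0716). With the library split as a block, chosen after the results were seen, the adjusted p was 0.0306 for the ribosomal list, 0.000468 for the stress list and 0.409 for the mitochondrial DNA list, and with at least 5 reads in all 7 libraries, chosen likewise, 0.124, 0.509 and 0.522. With both it was 0.848, 0.00743 and 0.848.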

How the results depend on the processing

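The fits of DESeq2 on every gene of the table, with at least 5 reads in all 7 libraries and with the library split as a block were chosen after the results were seen. The alternatives for normalized units were not run, because the values are counts. The cause of the changes below was not tested, except that a fit with fewer libraries or genes rests on less data.

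At an adjusted p under 0.05, 0 genes were called in either direction by edgeR with the other scalings, the other filters and no robust estimation, and by limma-voom. DESeq2 called 64 higher and 2 lower, and DESeq2 on every gene of the table called 70 genes higher and 5 genes lower. With at least 5 reads in all 7 libraries and the library split as a block, 1 gene was higher (*Igfbp5*, adjusted p = 8.66e-05 by edgeR). Leaving out 1 library gave 0 to 2 genes higher and 0 lower, with 2 without Gli1- replicate 1 and 1 without Gli1- replicate 2.

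At the thresholds of Fig. 3e (11 higher and 0 lower), DESeq2's size factors gave 2 lower, library totals 6, and no filter, edgeR's own filter and at least 10 reads in at least 3 libraries 1 each, with the number higher within 1.5 times of 11. limma-voom gave 29 higher and 17 lower, DESeq2 156 and 23, DESeq2 on every gene 178 and 30, and the library split as a block 2 lower. With at least 5 reads in all 7 libraries there were 3 higher and 11 lower, and with the split as a block as well 18 and 14. Leaving out 1 library gave 3 (without Gli1+ replicate 3) to 533 higher (without Gli1- replicate 1) and 0 to 6 lower. The genes shared with the authors' deposited table (11) were 178 with DESeq2, 26 with limma-voom, 208 with DESeq2 on every gene, 3 with the library split as a block, 6 with that block and at least 5 reads in all 7 libraries, and 2 to 14 with 1 library left out.

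The number of gene lists called (6) was 3 with DESeq2's size factors, 3 with library totals, 2 without a filter, 2 with limma-voom, 0 with an estimated correlation, 0 with fry, 0 with at least 5 reads in all 7 libraries, 3 with that filter and the library split as a block, and 3 to 8 with 1 library left out. The mTOR list (adjusted p = 0.996, lower) turned to higher without a filter (0.946), with the library split as a block (0.948), with at least 5 reads in all 7 libraries (0.865) and with both (0.945), and had 0.681 to 0.974 with 1 library left out. It was called under none of these. The S, G2 and M phase list (0.206, higher) was called with DESeq2 (0.000151) and with DESeq2 on every gene (0.000211), and had 0.00769 to 0.799 with 1 library left out. The myogenic differentiation list (0.996, lower) turned to higher with DESeq2 (0.165) and with DESeq2 on every gene (0.355), and had 0.560 to 0.944 with 1 library left out. Fry, which tests a list against no change and not against other genes, gave the direction higher for both, that of their medians (adjusted p = 0.577 for mTOR and 0.367 for myogenic differentiation). The lowest Spearman correlation between libraries (0.562) was 0.550 to 0.665 with 1 library left out, the highest without Gli1- replicate 2.

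With the replicate number as a replicate block, edgeR gave 0 genes at an adjusted p under 0.05, 3 higher and 3 lower at the thresholds of Fig. 3e, 2 genes shared with the authors' deposited table and 2 lists called (ribosomal proteins, adjusted p = 3.42e-34, and mitochondrial DNA, 4.27e-06). The Hedgehog, IGF, interferon and stress lists had adjusted p of 0.103, 0.117, 0.115 and 0.115, and the mTOR and myogenic differentiation lists turned to higher (adjusted p = 0.937 for each). The numbers do not pair the libraries: the correlation of deviations from the group means was 0.242, -0.114 and 0.0692 for numbers 1, 2 and 3, and not every library correlated best with its own number.

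Over the 16 alternatives set beforehand that fit single genes, 2162 comparisons of 139 named genes gave 16 in which an uncalled gene was called, 15 with DESeq2 and 1 (*Hhip*) without Gli1- replicate 2. None reversed a called direction, since no named gene was called, and 84 changed the sign of an uncalled value. Each library held 10595181 reads or more, and low genes were limited by detection, since 50.3% of genes at 20 to 50 CPM in the other libraries had no read in Gli1- replicate 2.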

Differences from the paper's values

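DESeq2 on every gene of the table, the filter of at least 5 reads in all 7 libraries and the library split as a block were run only after the values were seen, and the gene lists and the other settings were set before the data were examined.

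The paper reports 208 differentially expressed genes, of which 178 were upregulated and 30 downregulated in Gli1+ MuSCs. At the thresholds in the legend of Fig. 3e, edgeR's quasi-likelihood test gave 11 genes, 11 higher and 0 lower. Of the alternatives set before the data were examined, DESeq2 on the filter in the paper's methods gave 156 higher, 23 lower and 179 in all, each within 1.5 times of the paper's value. None of the others came within 1.5 times of any of the 3 values: other scalings gave 12 and 16 genes in all, other filters 12 or 13, limma-voom 46, the fit without robust estimation 9, and leaving out 1 library 3 to 539, the highest without Gli1- replicate 1. The fit with the replicate number as a block also differed. DESeq2 on every gene of the table, chosen after seeing the values, gave 178 higher and 30 lower and dropped 0 of the paper's called genes. DESeq2 gave a p for 10741 genes there, and for all 10741 the log2 fold change was within 0.01 of the authors' deposited table. The other 2539 genes have p and adjusted p of 1 in that table and no p from DESeq2. Of the paper's 178 upregulated genes, 169 had no read in any Gli1- library, and of the 30 downregulated genes 21 had none in any Gli1+ library.

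The paper states that genes of mTOR signaling were higher in Gli1+ MuSCs. Over the whole list of mTOR pathway components, 53 of 84 tested genes had a log2 fold change above 0 and 31 below, with a median of 0.25 against 0.30 for all genes tested, and camera did not call the list (adjusted p = 0.996, direction lower). Of the 9 genes of Fig. 7a, 6 were higher and 3 lower, and DESeq2 called *Castor1*. The colour key of Figs. 3g and 7a prints its negative end at red and its positive end at blue, and by that key the panels would show the opposite directions. With red read as higher, as it stands for *Igfbp5* and *Castor1*, which Fig. 3e shows as upregulated, the directions of these 9 genes match Fig. 7a.

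The paper states that genes of proliferation and differentiation were higher in Gli1+ MuSCs. Of the genes of Fig. 3g tested here, 11 of 14 and 9 of 11 were higher, and by edgeR 0 passed an adjusted p under 0.05 while DESeq2 called *Sirt6*, *Igfbp5* and *Meox2*. *Sirt6* was read in 2 of the 4 Gli1+ libraries, and neither it nor *Meox2* was read in any Gli1- library. The fixed list of S, G2 and M phase genes had 17 of 21 genes above 0. Camera did not call it after edgeR (adjusted p = 0.206, and 0.998 with an estimated correlation) but called it after DESeq2 (adjusted p = 0.000151). The myogenic differentiation list had 8 of 13 genes above 0 and was called by neither (adjusted p = 0.996 and 0.165). The paper also tests proliferation and differentiation directly in culture, among others by EdU labelling and fusion index, and those assays were not analysed here.

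In the heatmap of Fig. 3g, read by eye with red as higher against its printed key, *Dnm2* and *Edn1* appear higher in Gli1- MuSCs. Their log2 fold changes here were 0.11 (standard error 0.85) and 0.14 (standard error 2.86). *Srf*, *Gal*, *Hdac6* and *Sin3b*, which the heatmap shows the same way, had log2 fold changes of -0.91, -0.25, -0.97 and -0.99.

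The paper describes *Gli1* as highly expressed in Gli1+ MuSCs and *Gli3* as relatively high in Gli1- MuSCs. The differences here ran in those directions, with log2 fold changes of 2.78 (standard error 2.7) and -0.99 (standard error 3.14). Neither passed an adjusted p under 0.05 by edgeR or DESeq2. The paper also shows Gli1 protein mainly in tdT+ MuSCs, by immunofluorescence and Western blot. It reports RT-qPCR with the same pattern as its sequencing. Those assays were not analysed here. Of the genes labelled in Fig. 3e, DESeq2 on the filter called *Hhip*, *Igfbp5*, *Ifih1*, *Cygb*, *Txnrd3*, *Retnla*, *Castor1* and *Wars2* at an adjusted p under 0.05. On every gene of the table, a setting chosen after seeing the values, it also called *Srf* and, of Fig. 3g, *Sin3b*. By edgeR *Hhip* was called without Gli1- replicate 2, and *Igfbp5* with at least 5 reads in all 7 libraries and the library split as a block, also chosen after seeing the values.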

Other observations

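The values with the library split as a block or with at least 5 reads in all 7 libraries are from fits chosen after the results were seen, and the other tests here were planned.

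Of 13 tested genes of the insulin-like growth factor (IGF) axis 10 had a log2 fold change above 0 and 3 below (median 0.97), with 1 gene higher adjusted over the list alone (*Igfbp5*), 0 over all genes and 3 higher at an unadjusted p under 0.05 by edgeR. The list was called higher in Gli1+ MuSCs by camera (adjusted p = 0.0443, and 0.998 with an estimated correlation), and its lowest adjusted p was 0.00124, with DESeq2. *Igfbp7*, another IGF-binding protein, was at 188 ± 84.0 CPM (SD, n = 4) in Gli1+ MuSCs and 96.1 ± 23.6 CPM (SD, n = 3) in Gli1- MuSCs, and *Pappa*, a protease that cleaves IGF-binding proteins, was at 12.8 ± 11.1 CPM (SD, n = 4) with no read in Gli1- MuSCs. Fry, which tests whether the genes of a list move, gave an adjusted p of 0.135 in one direction and 0.0482 in either direction. The camera call was lost without Gli1- replicate 1 (adjusted p = 0.560) and without Gli1+ replicates 3 (0.294) and 4 (0.0753), with DESeq2's size factors (0.0548), library totals (0.0743) and limma-voom (0.305), without a filter (0.0716) and with at least 5 reads in all 7 libraries (0.186), and the adjusted p was 0.0248 with the library split as a block and 0.00743 with that block and at least 5 reads in all 7 libraries. Of the 14 genes of the list 4 are on the mTOR list, and 1 of these, *Igf1*, is also on the FAP and fibroblast list, which was higher in Gli1+ MuSCs with the library split as a block (adjusted p = 0.0171 by camera) and without Gli1- replicate 2 (0.000297) but not over all 7 libraries (0.739). *Igf1* and *Igfbp5* are shown in the paper's figures, so the study picked 2 of the genes from these libraries.

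Of 16 tested interferon response genes 14 had a log2 fold change above 0 and 2 below (median 1.10), with 0 called over all genes or adjusted over the list alone by edgeR and 1 higher at an unadjusted p under 0.05. The list was called by camera with all libraries (adjusted p = 0.0443, and 0.998 with an estimated correlation) but not with DESeq2 (0.0944) and not without Gli1- replicates 1 (adjusted p = 0.186) and 3 (0.193) or without Gli1+ replicates 1 (0.140), 2 (0.0820) and 4 (0.142). The call was also lost with DESeq2's size factors (0.0543), library totals (0.0563) and limma-voom (0.0561), without a filter (0.0994), with edgeR's own filter (0.0573) and with at least 10 reads in at least 3 libraries (0.0572), and the adjusted p was 0.0256 without Gli1- replicate 2 and 0.0248 with the library split as a block. Of 38 tested genes of cytokines, chemokines and their receptors 22 were above 0 and 16 below, with 0 called over all genes or adjusted over the list alone (adjusted p = 0.996 by camera).

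Markers of cell types outside the gate were read in these libraries and differed between them. No cell type list was called by camera over all 7 libraries: FAP and fibroblast (adjusted p = 0.739; 17 of 24 genes above 0), tenocyte (adjusted p = 0.933; 9 of 10 above 0), pericyte and smooth muscle (adjusted p = 0.996; 8 of 11 above 0), endothelial (adjusted p = 0.455; 8 of 14 above 0), macrophage and immune (adjusted p = 0.996; 7 of 9 above 0) and Schwann and glial (adjusted p = 0.996; 6 of 7 above 0). The macrophage and immune list had 2 genes higher and 2 lower adjusted over the list alone, and the other 5 lists 0. Its sum per library was 22.6, 284 and 76.6 CPM in Gli1- replicates 1 to 3 and 0.185, 42.1, 452 and 410 CPM in Gli1+ replicates 1 to 4. Of the markers of neutrophils, *S100a8* was at 65.8 and 62.7 CPM in Gli1- replicates 2 and 3 and *S100a9* at 8.22 and 64.1 CPM in Gli1- replicates 1 and 2. *Retnla* was at 70.1 and 64.7 CPM in Gli1+ replicates 3 and 4. With DESeq2 the tenocyte list and the macrophage and immune list were called higher (adjusted p = 6.33e-06 for each), and with an estimated correlation no cell type list was called (adjusted p = 0.998 for each). With the library split as a block, the FAP and fibroblast list was higher in Gli1+ MuSCs (adjusted p = 0.0171 by camera), as was the tenocyte list (adjusted p = 0.0248), and with at least 5 reads in all 7 libraries as well the FAP and fibroblast list had an adjusted p of 2.06e-05. Without Gli1- replicate 2 the FAP and fibroblast, tenocyte, pericyte and smooth muscle, and macrophage and immune lists were called higher (adjusted p of 0.000297, 0.0240, 0.0256 and 0.00769), without Gli1+ replicate 1 the FAP and fibroblast list was (0.0237), and the endothelial list was called lower without Gli1- replicate 1 (0.0497) and without Gli1+ replicate 3 (0.000538).

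*Actb*, an abundant reference gene, was at 1610 ± 406 CPM (SD, n = 4) in Gli1+ MuSCs and 1712 ± 273 CPM (SD, n = 3) in Gli1- MuSCs.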
